# T cell self-reactivity during thymic development dictates the timing of positive selection

**DOI:** 10.7554/eLife.65435

**Published:** 2021-04-22

**Authors:** Lydia K Lutes, Zoë Steier, Laura L McIntyre, Shraddha Pandey, James Kaminski, Ashley R Hoover, Silvia Ariotti, Aaron Streets, Nir Yosef, Ellen A Robey

**Keywords:** thymocyte, positive selection, self-reactivity, TCR, ion channels, Mouse

## Abstract

Functional tuning of T cells based on their degree of self-reactivity is established during positive selection in the thymus, although how positive selection differs for thymocytes with relatively low versus high self-reactivity is unclear. In addition, preselection thymocytes are highly sensitive to low-affinity ligands, but the mechanism underlying their enhanced T cell receptor (TCR) sensitivity is not fully understood. Here we show that murine thymocytes with low self-reactivity experience briefer TCR signals and complete positive selection more slowly than those with high self-reactivity. Additionally, we provide evidence that cells with low self-reactivity retain a preselection gene expression signature as they mature, including genes previously implicated in modulating TCR sensitivity and a novel group of ion channel genes. Our results imply that thymocytes with low self-reactivity downregulate TCR sensitivity more slowly during positive selection, and associate membrane ion channel expression with thymocyte self-reactivity and progress through positive selection.

## Introduction

T cell fate is dictated by the strength of the interaction between the T cell receptor (TCR) and self-peptide major histocompatibility complexes (self-pMHCs) presented on thymic-resident antigen-presenting cells (APCs). While thymocytes whose TCRs interact too weakly or too strongly with self-pMHC undergo death by neglect or negative selection, respectively, thymocytes whose TCRs react moderately with self-pMHC can survive and give rise to mature CD4+ or CD8+ single-positive (SP) T cells. Naïve CD4 and CD8 T cells that emerge from the thymus were initially thought to be relatively homogeneous, with differences emerging only after antigenic stimulation. However, recent studies have shown that positively selected T cells span a range of self-reactivities, and that positive selection results in functional tuning of T cells based on their degree of self-reactivity (Azzam et al., 1998; Fulton et al., 2015; Persaud et al., 2014; Weber et al., 2012; Mandl et al., 2013). On naïve T cells, surface expression levels of the glycoprotein CD5 serve as a reliable marker for self-reactivity (Azzam et al., 2001; Azzam et al., 1998; Hogquist and Jameson, 2014). CD5 also negatively regulates TCR signals, thereby serving as part of the tuning apparatus (Azzam et al., 2001; Azzam et al., 1998; Hogquist and Jameson, 2014; Persaud et al., 2014; Tarakhovsky et al., 1995). T cells with relatively high self-reactivity (CD5^high^) expand more rapidly upon priming and exhibit greater sensitivity to cytokines (Fulton et al., 2015; Persaud et al., 2014; Weber et al., 2012; Gascoigne and Palmer, 2011), whereas T cells with relatively low self-reactivity (CD5^low^) survive better in the absence of cytokines and exhibit stronger proximal TCR signals upon stimulation (Persaud et al., 2014; Palmer et al., 2011; Smith et al., 2001; Cho et al., 2016). How these distinct functional properties are imprinted during positive selection in the thymus remains unknown.

Positive selection is a multi-step process in which CD4+CD8+ double-positive (DP) thymocytes experience TCR signals, migrate from the thymic cortex to the medulla, and eventually downregulate either CD4 or CD8 co-receptor. During this process, thymocytes remain motile and experience serial, transient TCR signaling events, to eventually reach a threshold of signaling in order to complete positive selection (Au-Yeung et al., 2014; Ross et al., 2014; Melichar et al., 2013). Thymocytes bearing MHC-II specific TCRs take 1–2 days to complete positive selection and become mature CD4 SP thymocytes, whereas thymocytes bearing MHC-I specific TCRs give rise to CD8 SP thymocytes about 2–4 days after the initiation of positive selection (Saini et al., 2010; Lucas et al., 1993; Kurd and Robey, 2016). Interestingly, some studies report that CD8 T cells continue to emerge more than 1 week after the beginning of positive selection (Saini et al., 2010; Lucas et al., 1993). It remains unknown why some thymocytes move expeditiously through positive selection, while others require more time to mature.

TCR signaling leads to a rise in cytosolic calcium concentration, and calcium flux during positive selection induces a migratory pause that may prolong the interaction between thymocyte and APC, thus promoting positive selection (Bhakta and Lewis, 2005; Bhakta et al., 2005; Melichar et al., 2013). Calcium flux in thymocytes is also important for activation of the calcium-dependent phosphatase calcineurin and the downstream transcription factor NFAT, both of which are required for normal positive selection (Gallo et al., 2007; Canté-Barrett et al., 2007; Macian, 2005; Neilson et al., 2004; Hernandez et al., 2010; Oh-hora and Rao, 2008). Although the initial calcium flux following TCR stimulation comes from the release of calcium from the endoplasmic reticulum (ER) stores, calcium influx from the extracellular space is needed for prolonged calcium signals (Oh-hora and Rao, 2008). During mature T cell activation, depletion of ER calcium stores triggers the influx of calcium via calcium release-activated calcium (CRAC) channels. However, components of the CRAC channels are not required for positive selection (Oh-hora, 2009; Gwack et al., 2008; Vig and Kinet, 2009), and the mechanisms that maintain intracellular calcium levels during positive selection remain unknown.

Just after completing TCRαβ gene rearrangements and prior to positive selection, DP thymocytes (termed preselection DP) are highly sensitive to low-affinity ligands (Davey et al., 1998; Lucas et al., 1999; Gaud et al., 2018). This property is thought to enhance the early phases of positive selection, but must be downregulated to prevent mature T cells from responding inappropriately to self (Hogquist and Jameson, 2014). A number of molecules have been identified, which are involved in modulating TCR signaling in DP thymocytes and which are downregulated during positive selection. These include the microRNA miR-181a, which enhances TCR signaling by downregulating a set of protein phosphatases (Li et al., 2007); Tespa1, a protein that enhances calcium release from the ER (Lyu et al., 2019; Liang et al., 2017); components of a voltage-gated sodium channel (VGSC), which prolongs calcium flux via an unknown mechanism (Lo et al., 2012); and Themis, a TCR-associated protein with controversial function (Kakugawa et al., 2009; Patrick et al., 2009; Lesourne et al., 2009; Johnson et al., 2009; Fu et al., 2009; Choi et al., 2017a; Fu et al., 2013; Choi et al., 2017b; Mehta et al., 2018). While a diverse set of potential players have been identified, a clear understanding of the mechanisms that render preselection DP thymocytes sensitive to low-affinity self-ligands remains elusive.

To understand how self-reactivity shapes TCR tuning during thymic development, we compared the positive selection of thymocytes with MHC-I-restricted TCRs of low, intermediate, or high self-reactivity. We show that positive selecting signals in thymocytes with low self-reactivity occur with a more transient calcium flux and without a pronounced migratory pause. In addition, thymocytes with low self-reactivity proceed through positive selection more slowly, with a substantial fraction taking over a week to complete positive selection. Furthermore, we show that cells with lower self-reactivity retain higher expression of a ‘preselection’ gene expression program as they mature. This gene set including genes known to modulate TCR signals and a novel set of ion channels genes. These results indicate that T cell tuning during thymic development occurs via developmentally layered sets of T cell tuning genes, maximizing the TCR signaling potential of thymocytes with low self-reactivity throughout their development.

## Results

### Altered TCR signaling kinetics during positive selection of thymocytes with low self-reactivity

To investigate how self-reactivity impacts CD8 SP development, we used TCR transgenic (TCRtg) mice expressing MHC-I-restricted TCRs of low, intermediate, or high self-reactivity. Mice expressing rearranged TCR α and β transgenes from a T cell clone (TG6) with low self-reactivity exhibit a strong skewing to the CD8 lineage even in a *Rag2-*sufficient background (Figure 1—figure supplement 1). This is indicative of robust positive selection and is in contrast with the HY TCR transgenic model where low self-reactivity is accompanied by extensive endogenous receptor rearrangement and weak skewing to the CD8 lineage (Azzam et al., 2001; Kisielow et al., 1988). Compared to CD8SP from wild-type mice, CD8SP thymocytes from TG6 mice express low levels of CD5, a reliable surface marker of T cell self-reactivity (Figure 1a,b; Azzam et al., 1998; Mandl et al., 2013; Fulton et al., 2015; Persaud et al., 2014; Azzam et al., 2001). CD8SP thymocytes from TG6 mice also have relatively low expression of Nur77, a marker of recent TCR signaling that also correlates with self-reactivity (Figure 1c; Fulton et al., 2015). In contrast, CD8SP from two well-characterized TCRtg models, OT-1 and F5, have high and intermediate levels of these markers, respectively (Figure 1a–c; Fulton et al., 2015; Cho et al., 2016; Dong et al., 2017; Kieper et al., 2004; Palmer et al., 2011; Ge et al., 2004). The relative levels of CD5 and Nur77 in TCRtg lymph node T cells follow a similar pattern, except that expression of Nur77 in F5 T cells decreases somewhat in lymph node relative to thymus (Figure 1d). This may reflect weaker recognition of peripheral versus thymic self-peptides by F5, and the loss of β5t-derived peptides in the periphery, in line with the β5t-dependence of F5 thymocytes Nitta et al., 2010. Thus, these three TCRtg models span the range of self-reactivity for CD8 T cell-positive selection, with TG6 providing an example of low self-reactivity coupled with relatively efficient positive selection.

**Figure 1.**
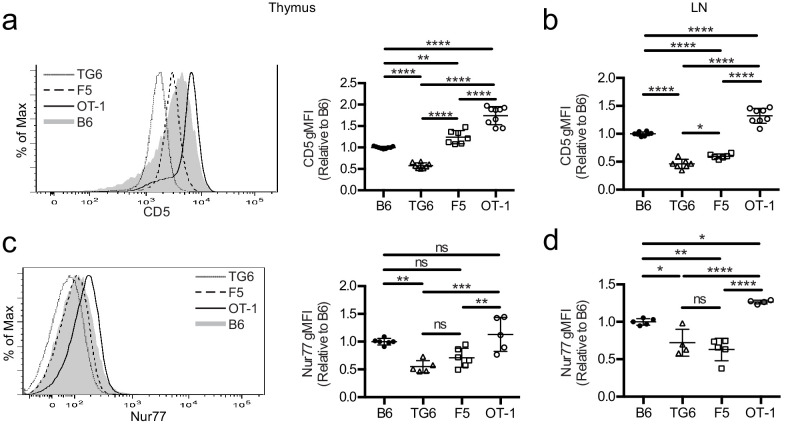
TG6, F5, and OT-1 CD8SP cells express CD5 and Nur77 across the polyclonal spectrum. CD8SP cells were harvested from the thymus and lymph nodes of wild-type (B6), TG6, F5, and OT-1 TCRtg mice and analyzed by flow cytometry. (**a, b**) Representative (left) and quantified by geometric mean fluorescence intensity (right) CD5 surface expression on (**a**) CD8SP thymocytes and (**b**) CD8SP lymph node cells. (**c, d**) Representative (left) and quantified (right) intracellular Nurr77 expression gated on (**c**) CD8SP thymocytes and (**d**) CD8SP lymph node cells. Data are presented as average ± SD and analyzed using an ordinary one-way ANOVA followed by a Tukey’s multiple comparisons (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). All data are compiled from three or more experiments.

**Figure 1—figure supplement 1.**
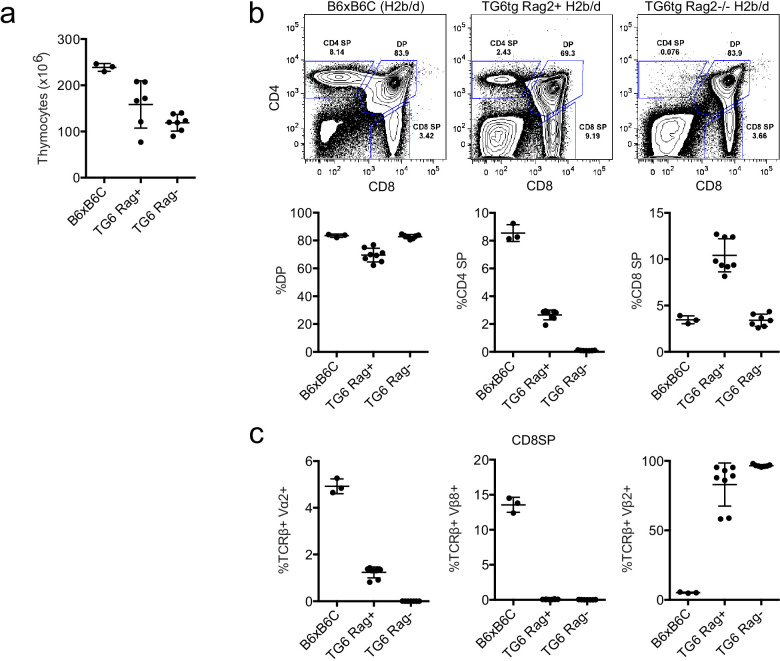
TG6 mice have efficient positive selection and allelic exclusion in the thymus. Thymuses from B6xB6C (H2^b/d^), TG6 H2^b/d^ Rag^+/+^, and TG6 H2^b/d^ Rag^−/−^ mice were harvested and analyzed via flow cytometry. (**a**) Total thymocyte numbers. (**b**) Representative flow plots and quantification of the percent of DP, CD4SP, and CD8SP thymocytes for the indicated genotypes. (**c**) Allelic exclusion measured by percent TCRβ and Vα2, Vβ8, or Vβ2 double-positive out of CD8SP thymocytes from the indicated genotypes. Data are compiled from two experiments.

Previous time-lapse studies of OT-1 thymocytes undergoing positive selection in situ revealed serial TCR signals lasting about 4 min and associated with a migratory pause (Ross et al., 2014; Melichar et al., 2013). To investigate how thymocyte self-reactivity impacts TCR signaling kinetics during positive selection, we compared the pattern of calcium changes and speed for TG6 or OT-1 thymocytes at 3 and 6 hr after the initiation of positive selection. We isolated thymocytes from TCRtg mice on a nonselecting background (herein referred to as preselection thymocytes), labeled the cells with the ratiometric calcium indicator dye Indo-1LR, overlaid the labeled cells onto selecting or nonselecting thymic slices, and imaged using two-photon, time-lapse microscopy as previously described (Figure 2a,b; Bhakta and Lewis, 2005; Ross et al., 2014; Melichar et al., 2013; Dzhagalov et al., 2012; Ross et al., 2015). For both TG6 and OT-1, the frequency of time points with elevated calcium was greater on selecting, compared to nonselecting thymic slices (Figure 2—figure supplement 1). This confirmed that calcium flux under these conditions is dependent on the presence of positive selecting ligands.

**Figure 2.**
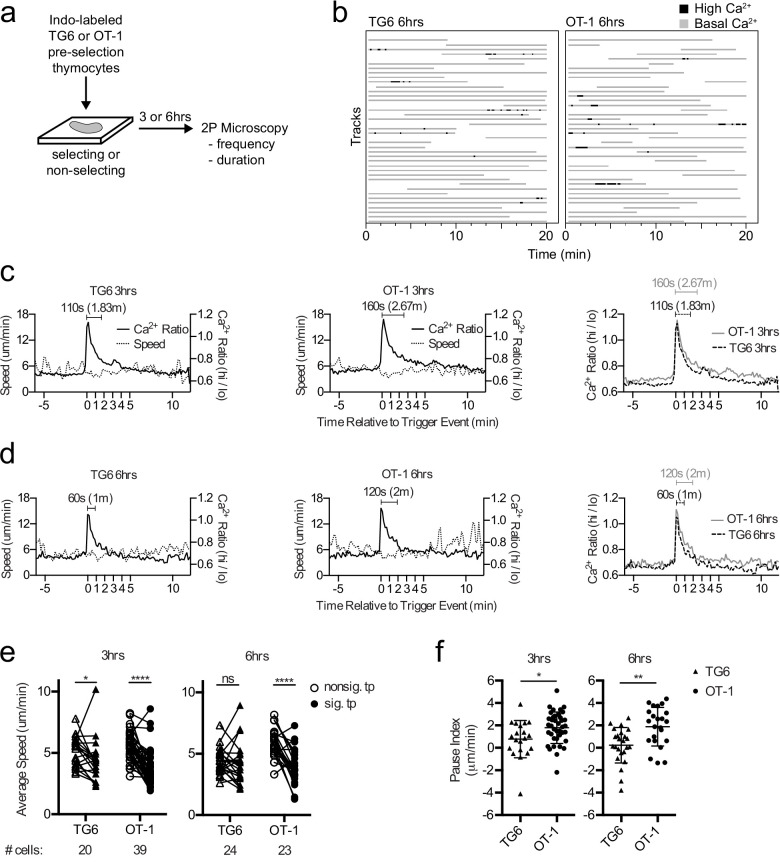
TG6 thymocytes experience briefer TCR signals and a less pronounced signal-associated migratory pause compared to OT-1 during positive selection. (**a**) Experimental schematic. Nonselecting slices were β2M^−/−^ for OT-1 experiments and either B6 (H2^b/b^) or β2M^−/−^ for TG6 experiments. (**b**) Individual tracks (one track = 1 cell; each track is a horizontal line) over time from TG6 (left) and OT-1 (right) representative runs (movies) 6 hr post-addition to the slice. Gray indicates low Ca^2+^ time points; black indicates high Ca^2+^ time points. (**c, d**) For each of the indicated conditions, multiple signaling cell tracks were aligned by the beginning of the signaling event (defined by the initial rise in Ca^2+^, time = 0), and the average calcium (Ca^2+^) ratio and speed at each time point relative to the beginning of the signaling event are displayed. Left and center panels show overlays of Ca^2+^ ratio and speed for each TCRtg, and right plots show overlay of Ca^2+^ ratio for both TCRtg for comparison. (**c**) Average Ca^2+^ ratio and speed 3 hr post-addition to the slice (TG6 n = 27 cells, OT-1 n = 37 cells). (**d**) Average Ca^2+^ ratio and speed 6 hr post-addition to the slice (TG6 n = 25 cells, OT-1 n = 23 cells). (**e**) Average speed of signaling (sig) portion and nonsignaling (nonsig) portion of all tracks containing at least one signaling event. An open symbol represents the nonsignaling portion, and the closed symbols represent the signaling portion of a single track and the lines connect data from the same track. (**f**) The pause index for each cell in (**c**) was calculated by subtracting the average speed of the signaling portion of a track from the average speed of the nonsignaling portion of the same cell track. All data are compiled from two or more experiments, except OT-1 3 hr data, which is from one experiment. Preselection thymocyte populations were obtained from TG6 Rag2^−/−^ H2^b^ mice and irradiated β2M^−/−^ mice reconstituted with OT-1 Rag2^−/−^ bone marrow. Data are presented as average ± SD and analyzed using (**e**) a two-way ANOVA with Sidak’s multiple comparisons or (**f**) a Student’s T-test (*p<0.05, **p<0.01, ****p<0.0001).

**Figure 2—figure supplement 1.**
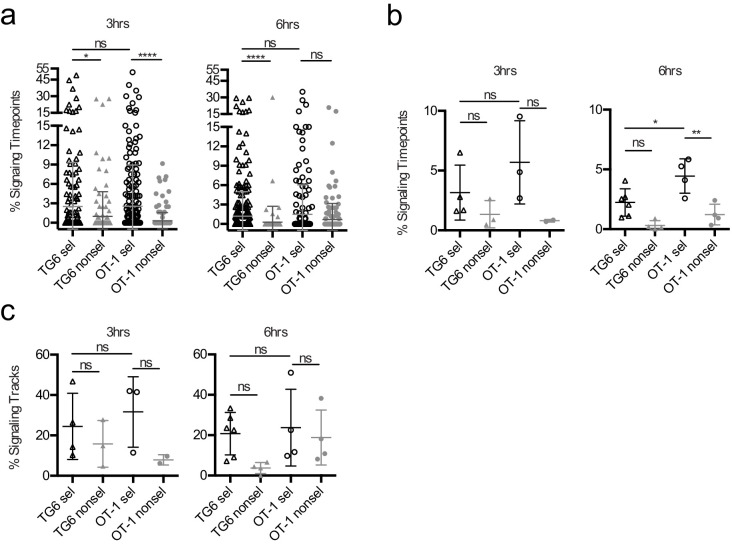
Percentage of signaling tracks and signaling time points in TG6 versus OT1 thymocytes at 3 and 6 hr post-addition to thymic slices. (**a**) Percentage of signaling time points (high Ca^2+^ ratio) per track for the indicated conditions. Each dot represents a single cell. (**b**) The same data as in (**a**) but the percentage of signaling time points (high Ca^2+^ ratio) is out of total time points for each run, with each dot representing a single run. (**c**) Same data as in (**a, b**) but expressed as the percentage of signaling tracks (i.e. tracks with at least one signaling time point) out of total tracks for each run. Each dot represents an individual imaging run. All data are compiled from two or more experiments, except OT-1 3 hr data, which is from one experiment. Preselection thymocyte populations were obtained from TG6 Rag2^−/−^ H2^b^ mice and irradiated β2M^−/−^ mice reconstituted with OT-1 Rag2^−/−^ bone marrow. Data are presented as average ± SD. Data were analyzed using (**a**) a Kruskal–Wallis test with Dunn’s multiple comparisons (ns = not significant, *p<0.05, ****p<0.0001) or (**b, c**) an ordinary one-way ANOVA with Tukey’s multiple comparisons (ns = not significant, *p<0.05, **p<0.01, ***p<0.001).

**Figure 2—figure supplement 2.**
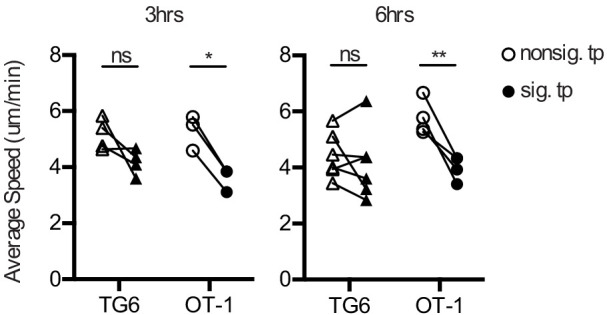
TG6 thymocytes have a less pronounced pause while TCR signaling compared to OT-1 thymocytes. Average instantaneous speed of signaling (sig.) and nonsignaling (nonsig.) time points for runs with at least one signaling track. In each column, a dot represents a single run. Between columns, lines connect data from the same run. All data are compiled from two or more experiments, except OT-1 3 hr data, which is from one experiment. Data are presented as average ± SD and analyzed using an ordinary two-way ANOVA with Sidak’s multiple comparisons (*p<0.05, **p<0.01).

In line with their lower self-reactivity, TG6 cells in positively selecting slices spent slightly less time signaling than did OT-1 cells, although the difference did not reach statistical significance (Figure 2b, Figure 2—figure supplement 1 and Supplementary file 1). To further explore this difference, we identified individual signaling events from multiple imaging runs, aligned the events based on the first time point with elevated calcium, and averaged the calcium and speed over time as previously described (Melichar et al., 2013) (see Materials and methods). At both 3 and 6 hr after addition to the slice, the average signaling event for TG6 thymocytes is about one minute shorter than OT-1 (Figure 2c,d; Videos 1 and 2). Moreover, while OT-1 thymocytes pause during signaling events, as reflected in a decrease in the average speed of signaling portion of the track compared to nonsignaling portion of the same cell track, TG6 thymocytes exhibit a less pronounced signal-associated pause at 3 hr, and no significant pause at the 6 hr time point (Figure 2e, Figure 2—figure supplement 2). To facilitate comparison of pausing between TG6 and OT-1 thymocytes, we calculated a ‘pause index’ for each signaling cell by subtracting the average speed of the signaling portion of the track from the average speed of the nonsignaling portion of the same cell track (Figure 2f). The pause index was significantly higher for OT-1 than for TG6 at both 3 and 6 hr (Figure 2f). In addition, the frequency of signaling events for TG6 thymocytes was approximately half that for OT-1 thymocytes (one signaling event every 2 hr for TG6 thymocytes versus one signaling event every 75 min for OT-1: Supplementary file 2). Thus, low self-reactivity is associated with less pronounced TCR-induced pausing and a reduction in both the duration and frequency of TCR signals during positive selection.

**Video 1.** Representative TG6 thymocyte signaling event. Preselection TG6 thymocytes were loaded with the ratiometric calcium indicator dye Indo1LR and allowed to migrate into selecting thymic slices for 6 hr, then imaged using two-photon-microscopy. (Left) Max z-projection of calcium high in magenta and calcium low in green. (Center) Max z-projection of the ratio of fluorescent signal in the calcium-bound channel over calcium-unbound channel for Indo1LR displayed as a heatmap (red = calcium high, purple = calcium low). (Right) Calcium (Ca^2+^) ratio and speed (averaged over two intervals) of the signaling cell. Arrow indicates time points in which the cell displays elevated calcium (130 s). Frames were collected every 10 s for 10.3 min. Dimensions: 45.7 μm (width) by 75.0 μm (height) by 24.9 μm (depth). Scale bar is 10 μm.

**Video 2.** Representative OT-1 thymocyte signaling event. Preselection OT-1 thymocytes were loaded with the ratiometric calcium indicator dye Indo1LR and allowed to migrate into selecting thymic slices for 6 hr, then imaged using two-photon-microscopy. (Left) Max z-projection of calcium high in magenta and calcium low in green. (Center) Max z-projection of the ratio of fluorescent signal in the calcium-bound channel over calcium-unbound channel for Indo1LR displayed as a heatmap (red = calcium high, purple = calcium low). (Right) Calcium (Ca^2+^) ratio and speed (averaged over two intervals) of the signaling cell. Arrow indicates time points in which the cell displays elevated calcium (230 s). Frames were collected every 10 s for 14.3 min. Dimensions: 68.9 μm (width) by 49.8 μm (height) by 18 μm (depth). Scale bar is 10 μm.

### Self-reactivity correlates with time to complete positive selection

Briefer TCR signals observed in TG6 thymocytes could mean that thymocytes with low self-reactivity need more time to accumulate sufficient signals to complete positive selection (Au-Yeung et al., 2014). To address this possibility, we examined the timing of different stages of positive selection using thymic tissue slice cultures (Ross et al., 2015). We previously showed that MHC-I-specific preselection DP thymocytes undergo a synchronous wave of maturation after introduction into positive selecting thymic tissue slices. This includes transient upregulation of the TCR activation marker CD69, followed by a switch in chemokine receptor expression from cortical (CXCR4) to medullary (CCR7) in DP thymocytes, and eventually CD4 downregulation (Ross et al., 2014; Melichar et al., 2013). To examine the impact of self-reactivity on the timing of these landmarks in positive selection, we overlaid preselection TG6, F5, or OT-1 thymocytes onto selecting and nonselecting thymic slices and analyzed progress through positive selection by flow cytometry after 2, 24, 48, 72, and 96 hr of thymic slice culture. Slice-developed TG6, F5, or OT-1 CD8SPs exhibit the same relative CD5 levels as their in vivo counterparts (Figure 3a), indicating that thymic slices culture provide a good model for examining the impact of self-reactivity on positive selection. In all three models, thymocytes exhibited a transient increase in CD69 expression; however, cells with lower self-reactivity reached peak CD69 expression later than cells with higher self-reactivity (Figure 3b). In addition, the switch in cortical to medullary chemokine receptor expression (CXCR4−CCR7+) and the appearance of CD8SP were delayed in thymocytes with lower self-reactivity (Figure 3c,d, Figure 3—figure supplement 1 and Figure 3—figure supplement 2). Thus, the timing of all three major landmarks during positive selection is inversely correlated with self-reactivity, implying that cells with lower self-reactivity progress more slowly through positive selection.

**Figure 3.**
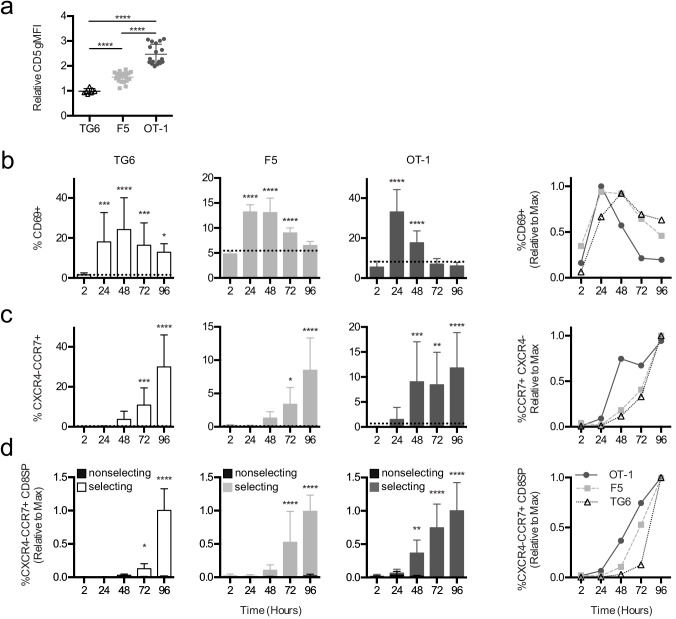
Thymocytes with lower self-reactivity exhibit delayed in situ positive selection kinetics relative to those with high self-reactivity. (**a**) Expression of CD5 on CXCR4−CCR7 + CD4 CD8+TG6 (96 hr), F5 (72 hr and 96 hr), and OT-1 (72 hr and 96 hr) donor cells developed in thymic slices. Values for each experiment are normalized to the average CD5 expression of the CXCR4−CCR7 + CD4 CD8+polyclonal slice resident (SR) population at the same time points. (**b–d**) Preselection TG6 (white bars, triangle), F5 (gray bars, square), or OT-1 (dark grey bars, circle) thymocytes were overlaid onto selecting or nonselecting thymic slices, harvested at 2, 24, 48, 72, or 96 hr post-thymocyte overlay, and analyzed using flow cytometry. Left three graphs show individual values for each transgenic. Horizontal lines in (**a**) and (**b**) indicate the average value for nonselecting slices. Right line graph shows the average for all three transgenics overlaid. (**b**) Percent of CD69+ cells within the CD4+CD8+ and CD4−CD8+populations. (**c**) Percentage of CXCR4−CCR7 + cells within CD4+CD8+ and CD4−CD8+populations. (**d**) Percentage of CXCR4−CCR7 + CD4 CD8+ cells out of the donor population. Values for each experiment are normalized to the average at the time point with the maximum CD8SP development (72 hr or 96 hr). For (**a**), data are presented as average ± SD and analyzed using an ordinary one-way ANOVA with Tukey’s multiple comparisons (****p<0.000). For (**b–d**), data are presented as average ± SD and analyzed using an ordinary one-way ANOVA with Dunnett’s multiple comparisons (**p<0.01, ***p<0.001, and ****p<0.0001) comparing to 2 hr time point. All data are compiled from three or more experiments. Preselection thymocyte populations were obtained from TG6tg Rag2^−/−^ H2^b^ mice, irradiated β2M^−/−^ mice reconstituted with F5tg Rag1^−/−^ bone marrow, and OT-1tg Rag2^−/−^ β2M^−/−^ mice. See also Figure 3—figure supplements 1 and 2.

**Figure 3—figure supplement 1.**
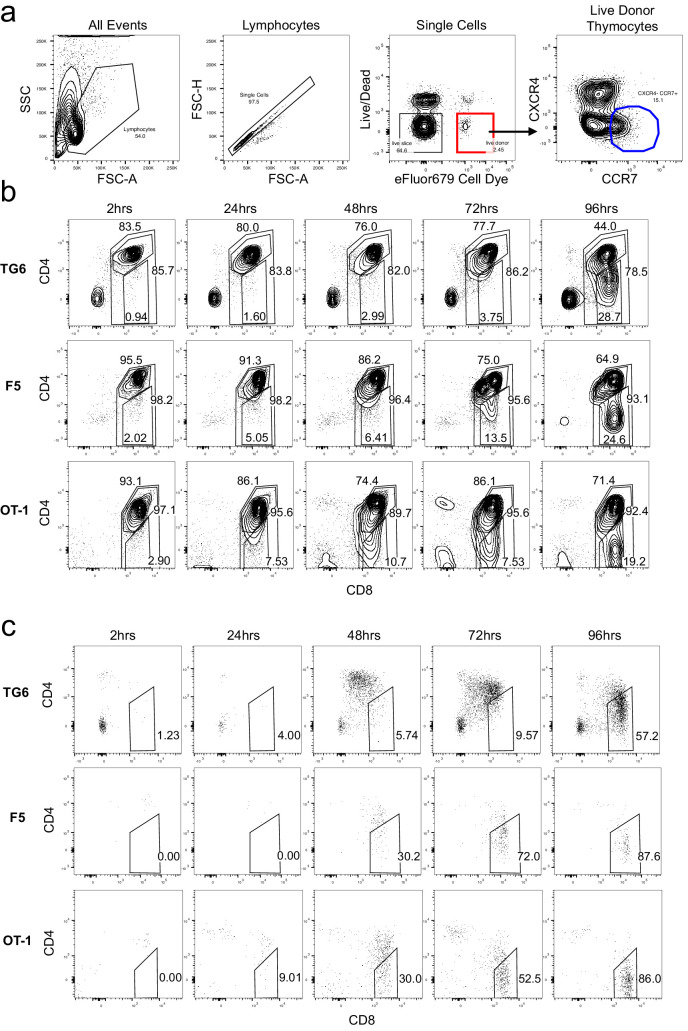
TG6 thymocytes exhibit delayed development in thymic slices. (**a**) Representative flow plots illustrating the gating strategy for thymic slice experiments. (**b**) Representative CD4 vs CD8 flow plots of TG6, F5, and OT-1 live donor thymocytes (bolded red gate in **a**). (**c**) CD4 vs CD8 representative flow plots for TG6, F5, and OT-1 live donor CXCR4-CCR7 + thymocytes (bolded blue gate in **a**). Bolded numbers within plots indicate the percentage of cells within a given gate.

**Figure 3—figure supplement 2.**
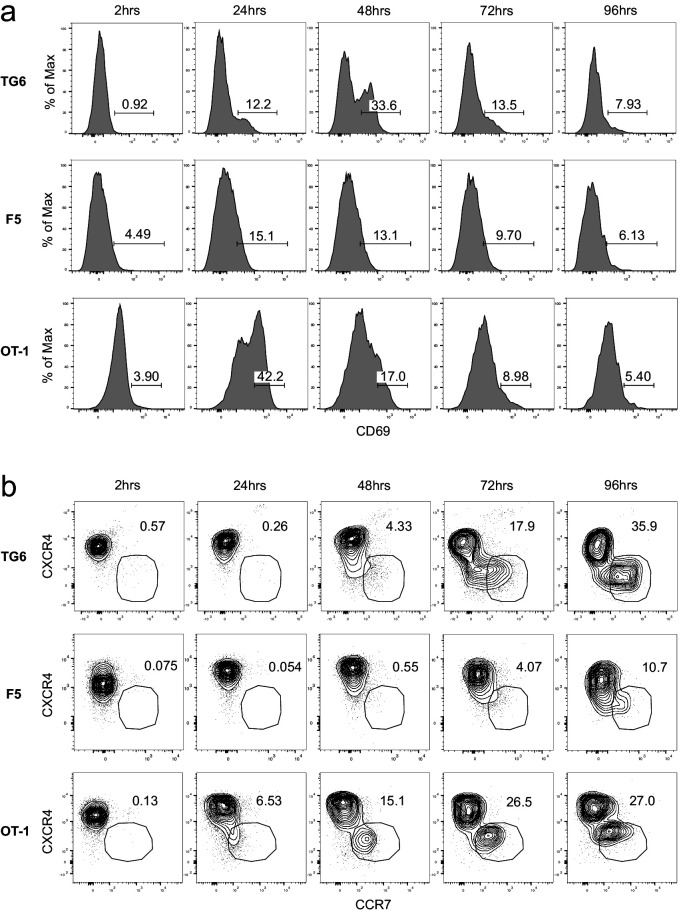
TG6 thymocytes have delayed expression of positive selection markers in thymic slices. Representative flow plots for TG6, F5, and OT-1 thymocytes developing in slices at the indicated time points post-addition to the slice (time point indicated above each column) for (**a**) CD69 expression and (**b**) CXCR4 and CCR7 expression. Numbers within plots indicate the percentage of cells within a given gate.

Mature CD8SP thymocytes appear around the end of gestation in mice and gradually accumulate after birth. If thymocytes with low self-reactivity proceed more slowly through positive selection, they may also appear more slowly during the neonatal period. To test this prediction, we performed flow cytometry on the thymus and spleen from TG6, F5, and OT-1 mice at 7, 14, and 21 days after birth. Consistent with thymic slice data, CD8SP thymocytes accumulate slowly with age in TG6 mice, with the percent of CD8SP remaining significantly below maximal adult levels at 21 days after birth (Figure 4a and b). In contrast, in OT-1 mice, CD8SP thymocytes reach their maximal levels at 7 days after birth, and F5 mice show an intermediate rate of accumulation (Figure 4a and b). In addition, TG6 mice were slowest to accumulate CXCR4-CCR7 + CD4+CD8+DP and CD8SP thymocytes (Figure 4c) and exhibited delayed appearance of CD8SP cells in the spleen (Figure 4—figure supplement 1). These results are consistent with results from thymic slice cultures and provide in vivo confirmation that the time to complete positive selection correlates inversely with thymocyte self-reactivity.

**Figure 4.**
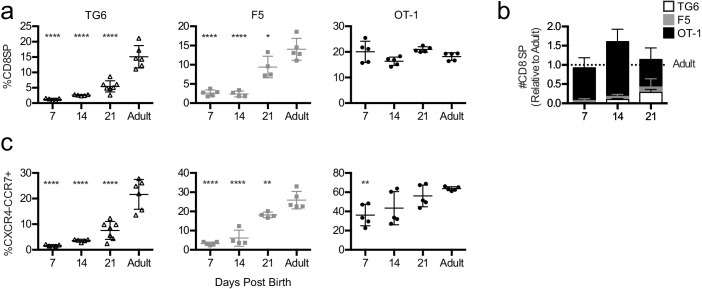
Mature thymocytes with lower self-reactivity appear later post-birth than those with higher self-reactivity. Thymuses were harvested from TG6 (triangle, white bar), F5 (square, gray bar), or OT-1 (circle, black bar) transgenic neonatal mice at 7, 14, and 21 days post-birth and from adult mice (6–9 weeks old), and analyzed using flow cytometry. (**a**) Percentage of CD4−CD8+ cells. (**b**) Total number of CD4−CD8+ thymocytes at the indicated time point post-birth, relative to adult, for each transgenic. (**c**) Percentage of CXCR4−CCR7+ cells within CD4+CD8+ and CD4−CD8+ populations. Data are presented as average ± SD and analyzed using an ordinary one-way ANOVA, Dunnett’s multiple comparisons (*p<0.05, **p<0.01, and ****p<0.0001) comparing to adult. All data are compiled from three or more experiments.

**Figure 4—figure supplement 1.**
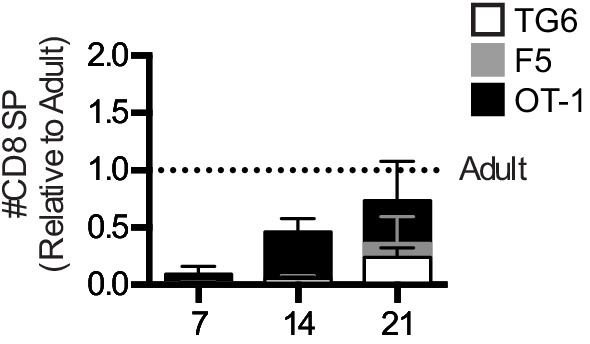
T cells with lower self-reactivity appear later post-birth than those with higher self-reactivity in the spleen. Total number of CD4−CD8+ splenocytes relative to adult for each transgenic. Data compiled from three or more experiments.

To examine the timing of positive selection in vivo in adult mice, we tracked a cohort of thymocytes using pulse labeling with the thymidine analog 5-ethynyl-2′-deoxyuridine (EdU). In vivo EdU injection labels a cohort of thymocytes proliferating after a successful TCRβ chain rearrangement at the time of the injection, which then can be detected by flow cytometry, as they undergo positive selection in vivo (Figure 5a; Lucas et al., 1993). EdU incorporated equally into the thymocytes of all three TCRtgs (Figure 5b). While the percent of DP cells was greater than the percent of CD8SP cells within the EdU+ population in all three transgenics at 2 days post-injection (p.i.) (Figure 5c), EdU + DP cells in TG6 mice remained higher than EdU + CD8 SP cells until day 6 p.i. For F5 thymocytes, EdU + CD8 SP overtook the DPs 1 day earlier (day 5 p.i.), and EdU + CD8 SP OT-1 thymocytes accumulated even more quickly – by day 4 p.i. (Figure 5c). The percentage of EdU + CD8 SP thymocytes in OT-1 and F5 samples exhibits a clear plateau by day 6 and reaches half-maximal EdU + CD8 SP development at day 3.5 and 4.5, respectively. In contrast, the percentage of EdU + CD8 SP thymocytes in TG6 samples continue to rise 9 days after the EdU pulse (Figure 5c). This data shows that increased time to complete positive selection is also correlated with low self-reactivity in vivo. Furthermore, these results show that some CD8SP thymocytes of low self-reactivity can take longer than 7 days to complete positive selection.

**Figure 5.**
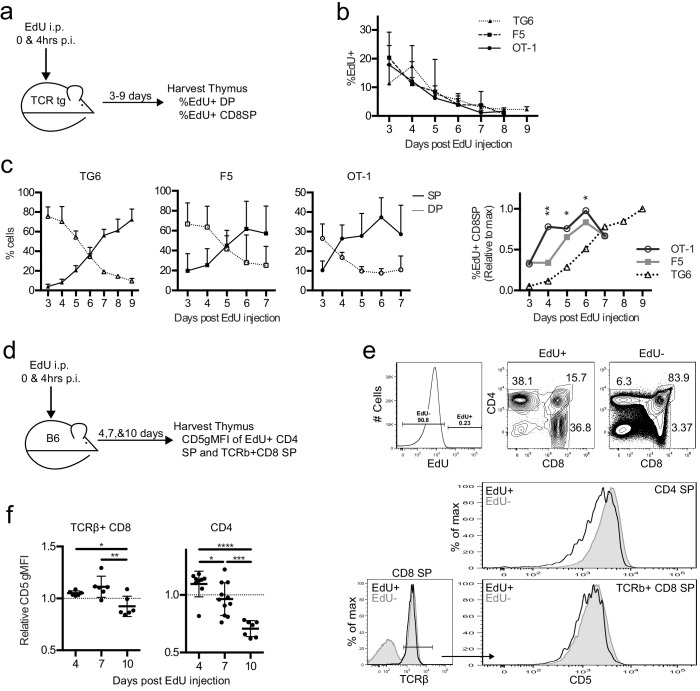
Thymocytes with lower self-reactivity have delayed development in steady state TCRtg and wild-type mice. TG6, F5, or OT-1 (**a–c**) or B6 (**d–f**) mice were injected with two doses of 1 mg of EdU intraperitoneally (i.p.) at 0 and 4 hr post-injection (p.i.). (**a**) TCRtg experimental schematic. (**b**) EdU incorporation into TCRtg thymuses. (**c**) (Left three graphs) Percent CD8SP and DP thymocytes out of gated EdU+ cells at various days p.i. in TG6, F5, and OT-1 tg thymuses. (Right) The percent of EdU+CD8 SP relative to max within each experiment. Data are presented as the average within each transgenic and analyzed using an ordinary one-way ANOVA at each time point (*p<0.05, **p<0.01). Tukey’s multiple comparisons showed significant differences between OT-1 and TG6 at day 4 (**), day 5 (*), and day 6 (*); OT-1 and F5 at day 4 (*); and a difference between F5 vs TG6 at Day 6 (p=0.069). (**d**) B6 experimental schematic. (**e**) Representative gating strategy and histograms showing B6 day 10 p.i. CD5 expression on EdU+ and EdU− mature SP cells. (**f**) CD5 expression of EdU+TCRβ+CD8 SP and EdU+CD4 SP thymocytes at 4, 7, and 10 days p.i. CD5 expression shown relative to total TCRb+CD8 SP or CD4SP CD5 expression. In (**f**), data are presented as average ± SD and analyzed using an ordinary one-way ANOVA, Tukey’s multiple comparisons (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). All data are compiled from three or more experiments.

**Figure 5—figure supplement 1.**
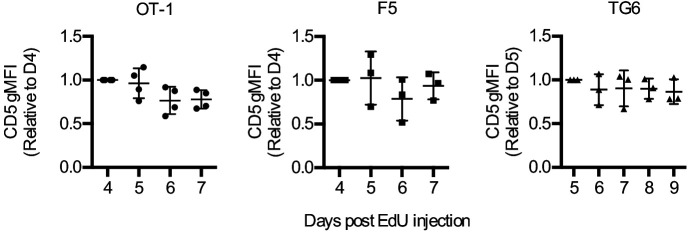
CD5 expression does not change in TCRtg EdU+CD8 SP, regardless of day post-EdU injection. CD5 gMFI of OT-1, F5, and TG6 EdU+CD8 SP thymocytes at the indicated time point post-EdU injection. Data is normalized to day 4 for OT-1 and F5, and to day 5 for TG6. CD5 gMFI is not significantly different within each transgenic regardless of the day post-injection. Data are presented as average ± SD and analyzed using an ordinary one-way ANOVA, Tukey’s multiple comparisons. All data are compiled from three or more experiments.

To confirm the relationship between self-reactivity and time to complete positive selection, we also performed EdU pulse experiments in non-TCRtg mice. We pulsed wild-type mice with EdU and then examined CD5 levels on EdU+mature TCRβ+CD8 and CD4SP thymocytes at 4, 7, and 10 days p.i. (Figure 5d). We observed that EdU+mature thymocytes found at earlier time points (and that therefore completed positive selection earlier) have higher CD5 compared to EdU +mature thymocytes found at later time points (Figure 5e,f). This is true for TCRβ+CD8 SP thymocytes; however, the trend is even more dramatic in CD4SPs (Figure 5f). As expected, we did not observe changes in CD5 expression with day post-EdU injection in TCRtg mice (Figure 5—figure supplement 1). This confirms that the lower CD5 expression for polyclonal thymocytes completing positive selection at later time points reflects a shift in the repertoire toward TCRs with lower self-reactivity, rather than changes in maturation state. These data indicate that self-reactivity and time to complete positive selection are also inversely correlated in nontransgenic mice, and this relationship exists for both MHC-I-restricted and MHC-II-restricted thymocytes.

### Thymocytes with low self-reactivity retain a preselection gene expression pattern marked by elevated expression of ion channel genes

Positive selection is accompanied by large-scale changes in gene expression, and delayed progress through positive selection for thymocytes with low self-reactivity might lead to synchronous or asynchronous delays in these gene expression changes. To investigate this question, we performed bulk RNA sequencing (RNA-seq) on thymocytes from TG6, F5, and OT-1 mice after sorting into three stages of development: early positive selection (CD4+CD8+CXCR4+CCR7−), late positive selection (CD4+CD8+CXCR4-CCR7+), and mature CD8SP (CD4−CD8+CXCR4-CCR7+). 

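RNA was sequenced from sorted thymocytes of 3 TCR transgenic lines at 3 stages, which gives 9 groups and 26 libraries. TG6 thymocytes have low, F5 intermediate and OT-1 high self-reactivity. Each group had 3 libraries, except for TG6 late positive selection, which had 2. The authors trimmed the reads with Trimmomatic, aligned them to the mm10 genome with Bowtie 2 and quantified transcripts with RSEM. They deposited normalized counts, made by the median of ratio method of DESeq2, for 46517 gene symbols. The paper states a depth of 20000000 reads. The most frequent value above 0 in each library was taken as a single read. This gave an estimate of 16161676 to 18345798 reads assigned to genes per library, with a median of 17170992. All values below are the deposited normalized counts, whose totals per library lay between 16134786 and 18944173. In TG6, the totals were 16186988 to 16845862 at early positive selection (median 16312853), 16134786 and 16255430 at late positive selection, and 17092146 to 18095503 (median 17281499) in mature CD8SP thymocytes. In F5, they were 16353254 to 16785338 (median 16520310), 16467826 to 17686398 (median 16496676) and 16555970 to 17227366 (median 16755168) at the same stages. In OT-1, they were 17474974 to 18041534 (median 17695661), 17593108 to 17956066 (median 17897769) and 18340427 to 18944173 (median 18531088). Gene positions are those of GRCm38 in the GENCODE vM21 annotation. The 16372 genes with a value of at least 10 in at least 2 libraries were tested with limma on log2(value + 1), in 1 fit with a mean for each of the 9 groups. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. Where genes are counted by which line or stage has the higher mean, the means are of log2(value + 1). Where every library of a group had a value of 3 or less, the fold is given as a lower bound against 3.

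The F5 mice were Rag1−/− and the OT-1 mice Rag2−/−. Reads were assigned to both genes in all 3 lines. At early positive selection, Rag1 (chromosome 2, 101638282 to 101649501) had 54642 ± 3630 normalized counts (SD, n = 3) in TG6, 14083 ± 2870 (SD, n = 3) in F5 and 5491 ± 1370 (SD, n = 3) in OT-1. Rag2 (chromosome 2, 101624718 to 101632529) had 2308 ± 228 (SD, n = 3), 1184 ± 446 (SD, n = 3) and 216 ± 64.4 (SD, n = 3). By the mature CD8SP stage, the libraries of F5 had 703.6 to 2698 normalized counts of Rag1, and those of OT-1 had 8.6 to 35.9 of Rag2. The deposited values do not tell an intact transcript from that of a disrupted allele. Receptor segments separated the lines. Trbv1 had at least 15970 normalized counts in each of the 8 TG6 libraries and at most 47.89 in any other. Trbv12-1 had at least 16180 in each of the 9 OT-1 libraries and at most 69.79 elsewhere. Trbv16 had at least 283.1 in each F5 library and at most 20.32 elsewhere. Of the genes for the sorting markers, Ccr7 rose in TG6 from 147 ± 46.1 (SD, n = 3) at early to 8052 ± 660 (SD, n = 2) at late positive selection, and Cd4 fell to 222 ± 208 (SD, n = 3) in mature CD8SP thymocytes.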

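Between OT-1 and TG6 thymocytes, limma called 4555 of the genes tested at early positive selection, 2520 higher in OT-1 and 2035 lower. At late positive selection 2545 genes were called (1529 higher and 1016 lower), and at the mature CD8SP stage 1595 (764 higher and 831 lower). Median log2 fold changes over all genes tested were −0.00, 0.00 and −0.01. With each library scaled to the same total, these medians moved to −0.11, −0.13 and −0.10, and the higher and lower calls to 1929 and 2808, 1087 and 1715, and 511 and 1170. A fit of only the 2 groups compared called 270 genes in mature CD8SP thymocytes. The count at the mature stage depended on 1 library. Without TG6 mature CD8SP replicate 3, 4446 genes were called at that stage, 1523 of them among the 1595. The same fit called 5395 genes at early and 3301 at late positive selection. Without TG6 mature CD8SP replicate 1 or replicate 2, the mature stage gave 745 and 734 genes, and without OT-1 mature CD8SP replicate 1, replicate 2 or replicate 3 it gave 971, 903 and 1195. Leaving out 1 early library of OT-1 or TG6 gave 3227 to 3981 genes at early positive selection, and leaving out 1 late library of OT-1 gave 1750 to 2174 at late positive selection. OT-1 and F5 differed in 2077, 3927 and 3821 genes at the 3 stages, and F5 and TG6 in 1058, 814 and 1087. Of the genes called between OT-1 and TG6, 708 were called in the same direction at all 3 stages, and 2512 at early positive selection only. The difference between OT-1 and TG6 itself differed between early positive selection and mature CD8SP thymocytes for 687 genes (limma, adjusted p-value under 0.05).

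Mme (chromosome 3, 63241537 to 63386030) had the largest fold change among genes higher in OT-1 at each stage. It had 15457 ± 1160 normalized counts (SD, n = 3) in OT-1 at early positive selection and was listed at 0 in TG6, which makes it at least 5150-fold higher. Trbv12-1 was the next at each stage, with a log2 fold change of 9.11 at early positive selection (standard error 0.60, limma adjusted p = 2.7e-10). The largest fold changes in the other direction belonged to Trbv1, which was at least 8740-fold higher in TG6 at early positive selection, and to Gm10260, Trbv13-1 and Trav6d-6. Trbv and Trav segments follow the receptor of each line. Reads of Gm10260, Trav6d-6 and Pagr1a could be shared with near-identical copies. Pagr1a was among the 3 genes with the largest fold change in OT-1 at early positive selection, where it ranged from 56.2 to 921.3 between the 3 libraries. It lost its call (adjusted p = 0.026) in 5 of the 6 fits that left out a library, with adjusted p of 0.056 to 0.089. From the differences at each stage, the paper states that the number of differentially expressed genes fell as thymocytes matured.

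**Figure D1:**
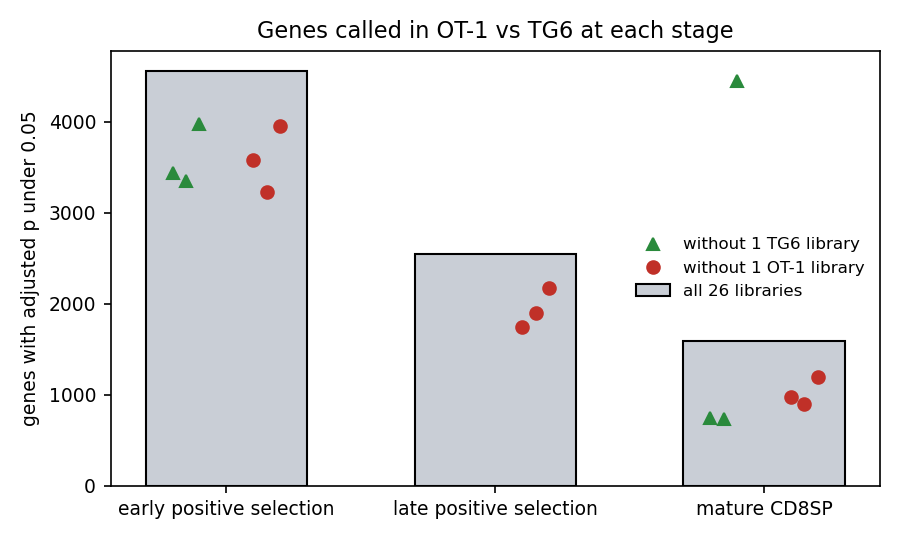
Genes called between OT-1 and TG6 thymocytes (limma adjusted p-value under 0.05) at each stage. Bars give the count with all 26 libraries, and each point gives the count without 1 TG6 library (triangle) or 1 OT-1 library (circle) of that stage. At the mature stage the points lie between 734 and 4446 genes.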

TG6 and OT-1 thymocytes showed significant differences in gene expression at each developmental stage, with the number of differentially expressed genes decreasing with maturity (Figure 6—figure supplement 1). Gene set enrichment analysis (GSEA) revealed that gene sets whose enrichment was associated with high self-reactivity (i.e., OT-1 >F5>TG6) were related to ribosome function, RNA processing, and translation in early and late positive selection thymocytes (Figure 6a, top, and Figure 6—figure supplement 1, red dots). 

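The Gene Ontology sets of the paper were not used here. Families of genes defined by their symbols stood in for them, 6 families in all, and were tested in OT-1 against TG6 at each stage with camera, a test of whether a set moves relative to the other genes, adjusted over the 18 tests. The 84 cytosolic ribosomal protein genes were all higher in OT-1 at early positive selection, with a median log2 fold change of 0.82 (adjusted p = 6.2e-50). The late stage had 82 of the 84 higher, with a median of 0.79 (adjusted p = 2.3e-58). The mature CD8SP stage had 78 higher, but the median was 0.14 (adjusted p = 8.6e-08), and quantile normalization gave 0.16 for that adjusted p. Translation initiation factors had medians of 0.38, 0.31 and 0.22 at the 3 stages, with 48, 45 and 46 of 53 genes higher in OT-1 (adjusted p = 2.6e-07, 2.2e-06 and 6.3e-05). RNA splicing genes had a median of 0.29 at early positive selection (55 of 68 genes higher, adjusted p = 5.8e-05). Late positive selection gave 0.11 for this family (45 genes higher, adjusted p = 0.17), and the mature stage 0.28 (55 genes higher, adjusted p = 4.8e-06). F5 lay between the other lines for the ribosomal proteins at early and late positive selection. OT-1 exceeded F5 by medians of 0.55 and 0.60 (adjusted p = 9.3e-47 and 3.2e-39), and F5 exceeded TG6 by 0.27 and 0.18 (adjusted p = 1.2e-21 and 9.4e-10). At the mature stage only 6 of the 84 genes were higher in F5 than in TG6, with a median of −0.18 (adjusted p = 7.3e-08). For cytosolic ribosomal proteins and initiation factors at all 3 stages, and for splicing at the early and mature stages, the calls of OT-1 against TG6 held under fry, a rotation test of the set alone. None of them held when camera estimated the correlation within each set from the residuals, which gave adjusted p between 0.097 and 0.35.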

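All 71 cell division genes were higher in OT-1 than in TG6 mature CD8SP thymocytes, with a median log2 fold change of 1.09 (camera, adjusted p = 2.6e-14). The early stage had 64 genes higher (median 0.62, adjusted p = 0.002) and the late stage 63 (median 1.18, adjusted p = 3.5e-08). Under fry the early call was lost (adjusted p = 0.18) and the other two held. With the correlation estimated, the 3 stages gave adjusted p of 0.58, 0.35 and 0.31. The family was also higher in OT-1 than in F5 (median 1.02, 71 genes, adjusted p = 1.3e-08) at the mature stage, whereas F5 against TG6 was not called (median 0.08, adjusted p = 0.46). TG6 mature CD8SP replicate 3 stood above the other two TG6 libraries in all 71 genes, by a median of 1.67. Without it, the median difference between OT-1 and TG6 was 1.73 (adjusted p = 3e-19), and F5 was called higher than TG6 (median 0.64, 68 of 71 genes, adjusted p = 9.5e-07).

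Of the cell division genes that the paper names, Cdc25b (chromosome 2, 131186949 to 131198497) had 3429 ± 376 normalized counts (SD, n = 3) in OT-1 and 1480 ± 781 (SD, n = 3) in TG6 at the mature stage, a log2 fold change of 1.33 (standard error 0.27, limma adjusted p = 0.0025). Cit, Foxm1 and Hist1h4f were also called (adjusted p = 0.0084, 0.042 and 0.0045), and Hist1h2ah was not (adjusted p = 0.11). Reads of the histone genes could be shared with near-identical copies. Foxm1 lost its call in 5 of the 6 fits that left out 1 library, with adjusted p of 0.088 to 0.23, and Cit lost its call without TG6 mature CD8SP replicate 1 (adjusted p = 0.079). With only the 2 groups compared, Cdc25b, Cit and Foxm1 were not called (adjusted p = 0.14, 0.14 and 0.19). Over the alternatives other than leaving out a library, adjusted p of Cdc25b was 0.0022 to 0.14. The 8 effector genes that the paper names, Ccr8, Ccr4, Plch1, Il17re, Cd40lg, Il17rc, Il1r1 and Il23r, were all called higher in OT-1 at the mature stage. The paper marks these genes and the cell division genes in its plots of the same libraries, so their calls are not independent of that choice. Ccr4 (chromosome 9, 114490316 to 114504916) had 1739 ± 211 (SD, n = 3) in OT-1, 388 ± 53.1 (SD, n = 3) in F5 and 331 ± 19.5 (SD, n = 3) in TG6, a log2 fold change of 2.38 between OT-1 and TG6 (standard error 0.17, limma adjusted p = 1.4e-09). Il17re (chromosome 6, 113458484 to 113470758) had 280 ± 28.8 (SD, n = 3) in OT-1 and 12.1 ± 6.88 (SD, n = 3) in TG6, a log2 fold change of 4.55 (standard error 0.37, limma adjusted p = 1.8e-08). Il17rc was at least 41.6-fold and Il23r at least 7.31-fold higher in OT-1. Ccr8, Ccr4, Plch1, Cd40lg and Il1r1 were called higher in OT-1 at early positive selection too, whereas Il17rc was called lower there (log2 fold change −2.51, adjusted p = 0.028). That call was lost in 4 of the 6 fits that left out a library, with adjusted p of 0.064 to 0.13. Plch1 had 581.9 normalized counts in OT-1 at early positive selection and 491.4 at the mature stage, and it lies within 1 Mb of Mme, another gene with far higher values in OT-1 than in the other lines.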

Genes involved in cell division (Figure 6—figure supplement 1, purple dots) and effector function (Figure 6—figure supplement 1, blue dots) were also upregulated in mature CD8SP thymocytes with high self-reactivity (Figure 6a). Intriguingly, gene sets whose enrichment was associated with low self-reactivity (i.e., TG6 >F5>OT-1) were related to transmembrane ion channel function – particularly voltage-gated ion channels (Figure 6b, Figure 6—figure supplement 1, green dots). 

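Of the 44 voltage-gated channel genes tested, 18, 9 and 12 were higher in OT-1 than in TG6 at early positive selection, late positive selection and the mature CD8SP stage. Their median log2 fold changes were −0.54, −0.40 and −0.49 (camera, adjusted p = 0.0043, 0.00037 and 0.00017). For the wider family of 123 ion channel genes, 55, 46 and 44 were higher in OT-1, with medians of −0.16, −0.20 and −0.23 (adjusted p = 0.069, 0.075 and 0.012). Fry kept the calls for the voltage-gated family at all 3 stages and for the wider family at the mature stage. It also called the wider family at the early and late stages, with adjusted p of 0.0061 and 0.039. With an estimated correlation no call was kept, and adjusted p was 0.25, 0.12 and 0.12 for the voltage-gated family and 0.31 for the wider family at the mature stage. Without a filter on low values, the adjusted p at the mature stage was 0.073 for the voltage-gated family and 0.31 for the wider family. Without OT-1 mature CD8SP replicate 3 the wider family had an adjusted p of 0.071 at that stage, and without OT-1 late positive selection replicate 2 it had 0.039 at late positive selection. Against F5, the voltage-gated family was lower in OT-1 at late positive selection (median −0.36, adjusted p = 0.013) and at the mature stage (median −0.31, adjusted p = 0.0078), but was not called at early positive selection (median −0.24, adjusted p = 0.094). F5 and TG6 differed in it at early positive selection (median −0.21, adjusted p = 0.025), and the later stages gave an adjusted p of 0.27 and 0.62.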

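The 12 ion channel genes that the paper names here are those that drove its enrichment scores in these same libraries. Their direction and calls are therefore not independent of that choice. The mean of log2(value + 1) was higher in TG6 than in OT-1 for 11 at early positive selection, 11 at late positive selection and 12 in mature CD8SP thymocytes. At these stages 10, 6 and 5 of them were called higher in TG6, and none was called higher in OT-1. Cacnb3 (chromosome 15, 98630840 to 98644529), Kcnh2 (chromosome 5, 24319589 to 24351604), Kcnh3 and Kcna2 were called at every stage. With only the 2 groups compared, Cacnb3, Kcnh3 and Scn2b lost their mature calls (limma adjusted p = 0.085, 0.14 and 0.35). Cacnb3 at the early stage had 630 ± 154 normalized counts (SD, n = 3) in TG6, 201 ± 34.8 (SD, n = 3) in F5 and 135 ± 22.2 (SD, n = 3) in OT-1. Its log2 fold change was −2.20 (standard error 0.23, limma adjusted p = 2.6e-07) at that stage and −1.49 (standard error 0.23, adjusted p = 0.00015) at the mature stage. Kcnh2 had 852 ± 235 (SD, n = 3) in TG6, 842 ± 21.2 (SD, n = 3) in F5 and 222 ± 22.4 (SD, n = 3) in OT-1 mature CD8SP thymocytes, a log2 fold change of −1.90 (standard error 0.18, adjusted p = 1.7e-07). Cacng4 was not called at any stage. Cacng4 had 8.59 ± 3.03 (SD, n = 3) in TG6 and 18.4 ± 9.65 (SD, n = 3) in OT-1 at early positive selection (adjusted p = 0.25). Several calls depended on 1 library. Without TG6 mature CD8SP replicate 3, Cacna1e, Cacnb1 and Kcna3 were also called at the mature stage (adjusted p = 0.014, 2.4e-05 and 0.014), and Scn2b was no longer called there (log2 fold change −0.62, adjusted p = 0.13). Scn2b also lost its call at that stage without OT-1 mature CD8SP replicate 2 (adjusted p = 0.13) or replicate 3 (adjusted p = 0.15). With all libraries, Scn2b lost it without a filter on low values (adjusted p = 0.076) and with quantile normalization (adjusted p = 0.12). Scn4b was called at the mature stage without TG6 mature CD8SP replicate 1 (adjusted p = 0.042). Cacnb1 lost its early call in 5 of the 6 fits and its late call in all 3 fits that left out an OT-1 library, and Kcna3 lost its early call in 4 of 6.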

Genes contributing toward the enrichment scores of ion channel-related gene sets, or leading-edge genes, included components of calcium (*Cacna1e*, *Cacnb1*, *Cacnb3*, *Cacng4*), potassium (*Kcna2*, *Kcna3*, *Kcnh2*, *Kcnh3*), sodium (*Scn2b*, *Scn4b*, *Scn5a*), and chloride (*Clcn2*) ion channels.

**Figure 6.**
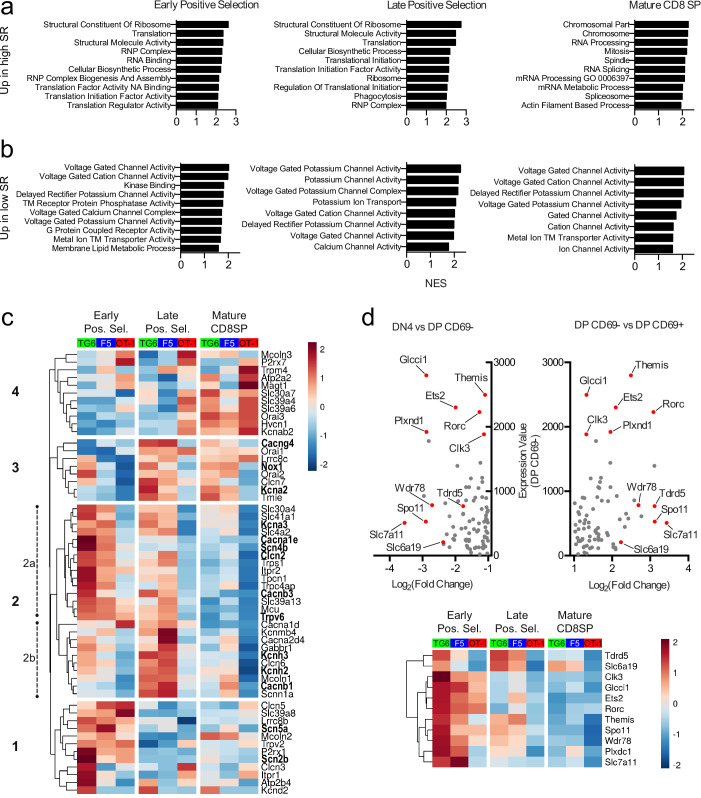
Thymocytes with low self-reactivity retain a preselection gene expression program marked by elevated expression of ion channel genes. RNA-seq of OT-1, F5, and TG6 thymocytes at the early positive selection, late positive selection, and mature CD8SP stages. All samples have three biological replicates except for TG6 late positive selection, which has two biological replicates. (**a, b**) Gene set enrichment analysis (GSEA) was performed on all pairwise combinations of TCRtg samples, and the gene sets were filtered for enrichment in the order of self-reactivity (OT-1>F5>TG6) (**a**) or in the inverse order of self-reactivity (TG6>F5>OT-1) (**b**). Normalized enrichment scores (NES) are from the OT-1 vs TG6 (**a**) or TG6 vs OT-1 (**b**) comparison. Abbreviations: self-reactive (SR), ribonucleoprotein (RNP), nucleic acid (NA), transmembrane (TM). (**c**) Heatmap of differentially expressed (padj<0.05 for OT-1 vs TG6 comparison) ion channel genes (see Materials and methods) across all three stages and all three transgenic models. Gene expression values normalized by the DESeq2 variance stabilizing transformation were averaged over biological replicates and scaled per row. Heatmap is hierarchically clustered into four groups, numbered in the order of expression during development. Leading-edge genes from GSEA are in bold. (**d**) (Top) Plot of expression level in DP CD69− thymocytes versus fold difference for DN4 versus DP CD69− (left side of X-axis) or DP CD69− versus DP CD69+ (right side of X-axis) for ImmGen microarray data. The 11 genes chosen to represent the ‘preselection DP’ gene signature are indicated with red dots. (Bottom) Heatmap of normalized expression (as in (**c**)) of the 11 representative preselection DP genes in TG6, F5, and OT-1 thymocytes at the indicated stage of development.

**Figure 6—figure supplement 1.**
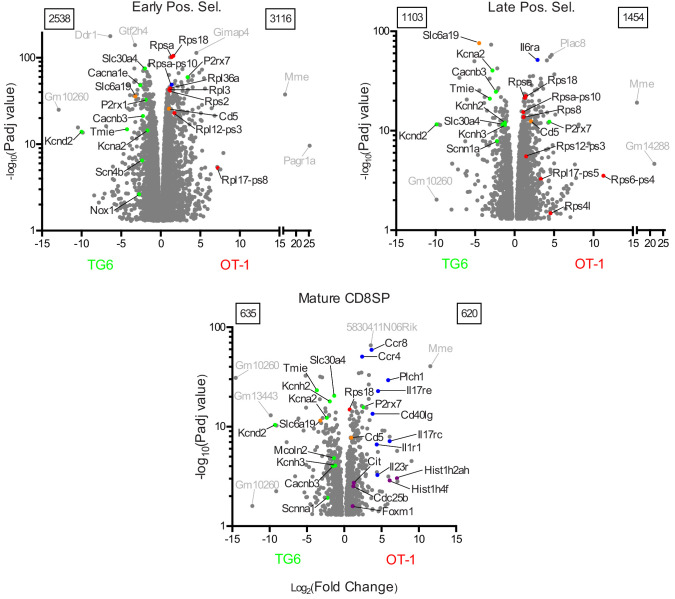
Gene expression differences between TG6 and OT-1 thymocytes at different stages of development. Plots of significance versus fold change for the OT-1 vs TG6 comparison at the early positive selection, late positive selection, and mature SP stages of development. The numbers in boxes denote the number of genes significantly upregulated for TG6 (upper left) and for OT-1 (upper right). Genes discussed in this study are indicated in color: green (ion channel genes), red (translation and ribosome genes), blue (T cell activation/effector function genes), purple (cell division genes), and orange (other). Other genes with very significant p-values and/or high fold change are labeled in gray.

**Figure 6—figure supplement 2.**
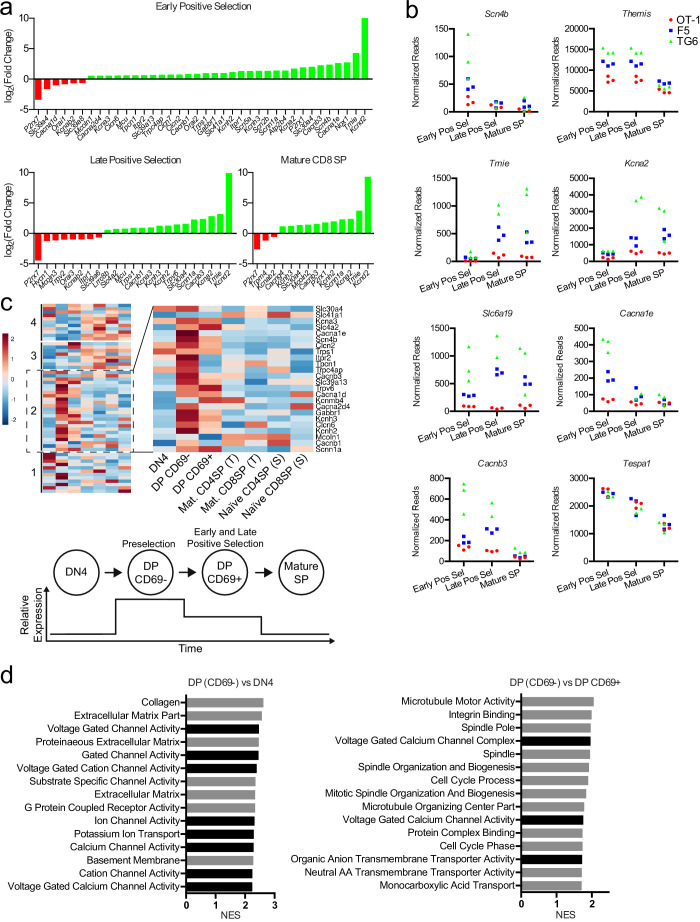
Thymocytes with low self-reactivity retain a preselection gene expression program marked by elevated expression of ion channel genes. (**a**) Ion channel genes from the manually curated list in Figure 6b that exhibit significantly different (padj<0.05, fold change>0.5) expression between OT1 versus TG6 thymocytes at the indicated stages of development. Positive values (green) indicate genes enriched in TG6; negative values (red) indicate genes enriched in OT-1. (**b**) Normalized read counts (see Materials and methods) for the indicated genes at each stage of development. Red circles: OT-1; blue squares: F5; green triangles: TG6. (**c**) (Left) Heatmap of normalized expression of the ion transport genes (Group 2 genes from Figure 6d) in wild thymocytes at the indicated stages of development (scaled per row). Data are from the ImmGen microarray database. (Bottom) Graphic representation of the average gene expression pattern. (**d**) Normalized enrichment score (NES) for the top 15 gene sets enriched in DP CD69− cells compared to DN4 and DP CD69+thymocytes, using gene set enrichment analysis (GSEA) and the Gene Ontology database. Black bars indicate gene sets relating to ion channels.

To obtain a broader perspective on the relationship between thymocyte self-reactivity and ion channel gene expression, we curated a list of 56 ion channel genes expressed in thymocytes and examined expression changes associated with thymocyte maturation stage and self-reactivity (Figure 6c, Figure 6—figure supplement 2a). 

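All 56 ion channel genes passed the filter on low values. The paper chose them partly by their difference between OT-1 and TG6 in these libraries, so their calls are not independent of the choice. The mean of log2(value + 1) was higher in TG6 than in OT-1 for 40 genes at early positive selection, 39 at late positive selection and 39 in mature CD8SP thymocytes. In the early stage, limma called 33 of them higher in TG6 and 7 higher in OT-1. The counts were 17 and 8 at late positive selection, and 15 and 4 at the mature stage. Adjusted over the list alone, which is not independent evidence here, they were 33 and 9, 24 and 9, and 22 and 4. With a log2 fold change beyond 0.5 as a further condition, 31 genes were called higher in TG6 and 5 in OT-1 at early positive selection, 16 and 8 at late positive selection, and 13 and 3 at the mature stage. The total at the mature stage was 16 under this condition. It moved to 6 with only the 2 groups compared in the fit, and to 23 without TG6 mature CD8SP replicate 3. Every TG6 library lay above every OT-1 library for 36 of the 56 genes at the early stage and 19 at the mature stage, where chance separates 10% of genes in either direction when 3 libraries are set against 3.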

At all three developmental stages, there were more ion channel genes with higher gene expression in TG6 (green bars) compared to OT-1 (red bars) thymocytes (Figure 6—figure supplement 2a). 

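Group 2a of Figure 6c, whose 15 members were read from the row labels of the heatmap, includes Kcna3, Cacna1e, Scn4b, Clcn2, Cacnb3 and Mcu. All 15 genes had a higher mean in TG6 than in OT-1 at each stage. Of these, 14 were called by limma at early positive selection, 8 at late positive selection and 3 in mature CD8SP thymocytes. The median log2 fold changes were −0.67, −0.71 and −0.45. The count for mature cells rose to 8 without TG6 mature CD8SP replicate 3 and to 9 with total scaling, and fell to 1 with only the 2 groups compared in the fit. The means followed the order TG6, F5, OT-1 for 14 genes at early positive selection, 4 at late positive selection and 3 at the mature stage. Within a line, the highest mean lay at early positive selection for 14 genes in TG6, 10 in F5 and 14 in OT-1. Expression was called higher at early positive selection than at the mature stage for 14, 9 and 12 of the 15 genes. Cacna1e (chromosome 1, 154390731 to 154884501) had 403 ± 42.5 normalized counts (SD, n = 3) in TG6, 203 ± 30.7 (SD, n = 3) in F5 and 67.7 ± 8.78 (SD, n = 3) in OT-1 at early positive selection, a log2 fold change of −2.56 between OT-1 and TG6 (standard error 0.32, limma adjusted p = 3.6e-06). Mature CD8SP thymocytes had 74.5 ± 33 (SD, n = 3), 51.7 ± 17.1 (SD, n = 3) and 46.1 ± 10.5 (SD, n = 3), and Cacna1e was not called there (adjusted p = 0.25) unless TG6 mature CD8SP replicate 3 was left out (adjusted p = 0.014).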

Hierarchical clustering based on gene expression patterns across all samples revealed a group of genes (group 2a) that shows a strong association with low self-reactivity, and is also upregulated during early positive selection within each mouse strain. This cluster includes *Scn4b* (Figure 6—figure supplement 2b), which encodes the regulatory subunit of a VGSC linked to positive selection (Lo et al., 2012). 

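Scn4b lies on chromosome 9 from 45138395 to 45154152. At early positive selection it had 97 ± 40.4 normalized counts (SD, n = 3) in TG6, 48.5 ± 10.1 (SD, n = 3) in F5 and 19.2 ± 7.53 (SD, n = 3) in OT-1. The log2 fold change between OT-1 and TG6 was −2.26 (standard error 0.63, limma adjusted p = 0.01), and the differences between F5 and either line were not called (adjusted p = 0.46 against TG6 and 0.18 against OT-1). The late means were 12.2 ± 7.59 (SD, n = 2), 13.9 ± 5.94 (SD, n = 3) and 8.96 ± 3.26 (SD, n = 3), with an adjusted p of 0.8 between OT-1 and TG6. The mature OT-1 libraries had 2.4 ± 2.38 (SD, n = 3), and TG6 ranged from 2 to 25.6 between libraries (adjusted p = 0.13, and 0.042 without TG6 mature CD8SP replicate 1).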

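In group 1 of Figure 6c, which includes Itpr1 and Kcnd2, 9, 6 and 6 of the 12 genes had a higher mean in TG6 than in OT-1 at early positive selection, late positive selection and the mature CD8SP stage. Of these, 5, 2 and 3 were called higher in TG6, and 0, 2 and 0 were called higher in OT-1. In group 2b, which includes Kcnh3, Kcnh2 and Cacnb1, 9, 10 and 9 of the 10 genes had a higher mean in TG6, and 8, 5 and 6 were called, with 1 called higher in OT-1 at the early stage. In group 3, which includes Cacng4, Kcna2 and Tmie, 6, 7 and 6 of the 8 genes had a higher mean in TG6, and 6, 2 and 3 were called. Without 1 library these counts changed. Group 2b fell to 4 or 5 called genes at early positive selection in 5 of the 6 fits that left out 1 library. It fell to 3 at late positive selection without OT-1 late positive selection replicate 2 or replicate 3. At the mature stage it fell to 3 without TG6 mature CD8SP replicate 1 or replicate 2 or OT-1 mature CD8SP replicate 3. With only the 2 groups compared in the fit, it fell to 1 there. Group 1 fell to 1 called gene at the mature stage without OT-1 mature CD8SP replicate 2 or replicate 3, and to 1 at late positive selection without OT-1 late positive selection replicate 3. By stage, the TG6 mean was highest at early positive selection for 11 of the 12 genes of group 1, 2 of the 10 of group 2b and 2 of the 8 of group 3. It was highest at late positive selection for 0, 8 and 5 of them. In F5, 8, 0 and 0 genes peaked at early positive selection, and in OT-1 9, 2 and 0. Kcnd2 (chromosome 6, 21215503 to 21729805) had 186 ± 56.3 normalized counts (SD, n = 3), 176 ± 46.3 (SD, n = 2) and 117 ± 25.1 (SD, n = 3) in TG6 at the 3 stages and was listed at 0 in every OT-1 library. In F5 it had 0 in every library except late positive selection replicate 3, which had 1. It was at least 62-fold, 58.6-fold and 38.8-fold higher in TG6.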

Groups 1, 2b, and 3 are also upregulated in cells with low self-reactivity, but their expression peaks later during positive selection. 

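Mcoln3, P2rx7, Trpm4, Atp2a2, Magt1, Slc30a7, Slc39a4, Slc39a6, Orai3, Hvcn1 and Kcnab2 form group 4 of Figure 6c. The OT-1 mean exceeded the TG6 mean for 10 of these genes at early positive selection, 10 at late positive selection and 8 in mature CD8SP thymocytes. Of these, 6, 6 and 4 were called higher in OT-1 and none higher in TG6. Median log2 fold changes of the group were 0.42, 0.95 and 0.25. With only the 2 groups compared in the fit, 1 gene was called at the mature stage. The highest mean lay at the mature CD8SP stage for 9 of the 11 genes in TG6, 7 in F5 and 9 in OT-1. Expression was called higher at the mature stage than at early positive selection for 6, 5 and 8 of them in these lines.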

Eleven of the 56 genes (group 4) have higher expression in cells with high self-reactivity and also peak at the mature CD8SP stage. This group includes *P2r × 7* and *Trmp4*, both of which have been linked to modulation of T cell effector responses (Trebak and Kinet, 2019; Feske et al., 2015).

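P2rx7 lies on chromosome 5 from 122643911 to 122691432. It had 3812 ± 101 normalized counts (SD, n = 3) in OT-1, 559 ± 111 (SD, n = 3) in F5 and 361 ± 118 (SD, n = 3) in TG6 at early positive selection, a log2 fold change of 3.45 between OT-1 and TG6 (standard error 0.35, limma adjusted p = 2.1e-07). Late libraries of OT-1 ranged from 1826.2 to 3286.9 and those of TG6 from 100.1 to 140.6 (log2 fold change 4.41, standard error 0.39, adjusted p = 7.6e-08). By the mature stage OT-1 had fallen to 1185 ± 389 (SD, n = 3) against 196 ± 23 (SD, n = 3) in TG6, a log2 fold change of 2.54 (standard error 0.35, adjusted p = 4.5e-05). Trpm4 (chromosome 7, 45302632 to 45333780) had 75.1 ± 8.94 (SD, n = 3) in OT-1 and 69.2 ± 2.97 (SD, n = 3) in TG6 at early positive selection (adjusted p = 0.72). At the mature stage the values were 152 ± 25.9 (SD, n = 3) and 68.5 ± 18.3 (SD, n = 3), a log2 fold change of 1.16 (standard error 0.20, adjusted p = 6e-04, and 0.13 with only the 2 groups compared). Its difference between OT-1 and TG6 changed between these stages (limma, adjusted p = 0.038).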

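Of the 56 ion channel genes, 36 were called higher in TG6 than in OT-1 at 1 stage or more. The TG6 mean was highest at early positive selection for 24 of these 36 genes, at late positive selection for 10 and at the mature CD8SP stage for 2. At early positive selection only, 13 of the 36 were called. Lrrc8b, Mcoln2 and Trpv6 were called at a later stage but not at early positive selection. A call at 1 stage and not at another does not show that the difference changed. For group 2a as a set, the difference between OT-1 and TG6 was tested between early positive selection and the mature stage. It was more negative at the early stage by a median of −0.33 on the log2 scale (camera, adjusted p = 6.4e-05). An estimated correlation and fry were not used for this test. The median was −0.35 without TG6 mature CD8SP replicate 3 (adjusted p = 0.00098). The paper formed group 2a by clustering these same libraries across lines and stages, so this test is not independent of the grouping.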

Many ion channel genes whose expression correlated with low self-reactivity were also preferentially expressed at the early positive selection stage (Figure 6c, group 2a), suggesting that thymocytes of low self-reactivity may retain an immature gene expression pattern later into positive selection. To further investigate this question, we identified a gene signature associated with preselection DP thymocytes using microarray data from the Immunological Genome Project (ImmGen) (Heng et al., 2008). Specifically, we compared non-TCR transgenic, preselection (CD69−) DP thymocytes to their immediate progeny (CD69+) DP thymocytes, and to their immediate precursor (DN4 thymocytes), and identified a set of 11 genes using the dual criteria of high expression in CD69− DP, and largest fold increase in CD69−DP relative to both DN4 and CD69+DP (see Materials and methods) (Figure 6d, top, red dots). We then examined expression of these 11 genes in TG6, F5, and OT-1 thymocytes at different developmental stages (Figure 6d, bottom). Interestingly, all 11 genes correlated with low self-reactivity, particularly at the early DP stage of development. This included *Themis* (Figure 6—figure supplement 2b), which encodes a protein required for modulating TCR signaling during positive selection (Lesourne et al., 2009; Patrick et al., 2009; Kakugawa et al., 2009; Fu et al., 2009; Johnson et al., 2009; Choi et al., 2017b; Choi et al., 2017a; Mehta et al., 2018). Moreover, expression of the curated set of ion channel genes in the ImmGen microarray data set revealed that group 2 genes, whose expression correlated with low self-reactivity, also displayed higher expression in preselection wild-type thymocytes (Figure 6—figure supplement 2c). Furthermore, GSEA between CD69− DP compared to DN4 or CD69+DP thymocytes showed enrichment of gene sets relating to ion channels (DN4<CD69 DP>CD69+DP) (Figure 6—figure supplement 2d). Together, this data suggests that cells with low self-reactivity retain a preselection DP phenotype later into development than those with high self-reactivity and that elevated expression of ion channel genes is a prominent feature of that phenotype.

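At early positive selection, the mean of each of the 11 genes was lower in OT-1 than in TG6, and every TG6 library lay above every OT-1 library. The median log2 fold change was −1.50. The chance of such a separation in either direction is 10% for a single gene when 3 libraries are set against 3. Of these, 10 were called by limma. Adjusted over the list alone, all 11 were called. The means followed the order TG6, F5, OT-1 for 10 of the 11. Tdrd5 (chromosome 1, 156255296 to 156303664) had 1001 ± 159 normalized counts (SD, n = 3) in TG6, 340 ± 89.3 (SD, n = 3) in F5 and 71.6 ± 38.3 (SD, n = 3) in OT-1, a log2 fold change of −3.90 between OT-1 and TG6 (standard error 0.44, adjusted p = 7.5e-07). Spo11 (chromosome 2, 172977700 to 172993576) had 2588 ± 150 (SD, n = 3), 960 ± 45.2 (SD, n = 3) and 950 ± 210 (SD, n = 3), with a log2 fold change of −1.47 (standard error 0.16, adjusted p = 5.2e-07). The late stage had 10 genes with a lower mean in OT-1 and 6 were called lower, or 7 adjusted over the list alone. The means followed the order of the lines for 5. The mature stage had 8 with a lower mean in OT-1. Of the 11 genes, 5 were called lower and 1 higher, against 6 and 2 when adjusted over the list alone, and 3 followed the order. That number was 5 without TG6 mature CD8SP replicate 3. With only the 2 groups compared in the fit, 1 gene was called lower at the mature stage.

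Plxnd1 (chromosome 6, 115954811 to 115995005) was the gene called in the other direction. Its mean was 11831 ± 1900 (SD, n = 3) in TG6, 6919 ± 525 (SD, n = 3) in F5 and 4023 ± 362 (SD, n = 3) in OT-1 at early positive selection. Mature cells had 640 ± 230 (SD, n = 3), 822 ± 110 (SD, n = 3) and 1187 ± 104 (SD, n = 3), a log2 fold change of 0.96 between OT-1 and TG6 (standard error 0.21, adjusted p = 0.0046). Ets2 was not called at late positive selection (log2 fold change −0.00, adjusted p = 1), and its direction there changed without OT-1 late positive selection replicate 3 (0.10). Without TG6 mature CD8SP replicate 3, Ets2 was called higher in OT-1 at the mature stage (log2 fold change 0.54, adjusted p = 0.026), and Slc7a11 was called lower (log2 fold change −1.19, adjusted p = 0.0088).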

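Themis lies on chromosome 10 from 28668360 to 28883818. It had 14571 ± 661 normalized counts (SD, n = 3) in TG6, 11569 ± 561 (SD, n = 3) in F5 and 7742 ± 734 (SD, n = 3) in OT-1 at early positive selection. All 3 pairs of lines differed at that stage. The log2 fold changes were −0.92 between OT-1 and TG6 (standard error 0.08, limma adjusted p = 3.3e-08), −0.58 between OT-1 and F5 (adjusted p = 3.6e-05) and −0.33 between F5 and TG6 (adjusted p = 0.015). F5 had the highest mean at late positive selection, 12008 ± 242 (SD, n = 3), against 10383 ± 597 (SD, n = 2) in TG6 and 6644 ± 281 (SD, n = 3) in OT-1. F5 and TG6 were not called different there (adjusted p = 0.25), while OT-1 was lower than TG6 by −0.64 on the log2 scale (standard error 0.09, adjusted p = 3.2e-05). The log2 fold change between OT-1 and TG6 at the mature stage was −0.30 (standard error 0.08, adjusted p = 0.025, and 0.27 with only the 2 groups compared). That call was lost in 4 of the 6 fits that left out 1 library, with adjusted p of 0.14 without TG6 replicate 1, 0.088 without TG6 replicate 2, 0.11 without OT-1 replicate 1 and 0.11 without OT-1 replicate 2. The difference was larger at early positive selection than at the mature stage (limma, adjusted p = 0.0021).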

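F5 libraries do not enter the means of OT-1 and TG6, although they share the variance estimate of the fit. A list of genes taken from F5 described maturation. It held the 200 genes that fell most and the 200 that rose most from early positive selection to the mature CD8SP stage of F5. The falling genes at the early stage were lower in OT-1 than in TG6, with a median log2 fold change of −1.55 (27 of 200 genes higher in OT-1, camera adjusted p = 5.3e-18), and the rising genes were higher, with a median of 1.39 (174 of 200, adjusted p = 9.4e-22). The late medians were −0.47 (68 of 200 higher, adjusted p = 0.00055) and 0.70 (133 of 200 higher, adjusted p = 2.4e-06). The early calls held under fry and under an estimated correlation (adjusted p = 0.028 and 0.027), and the late calls held under fry but not under an estimated correlation (adjusted p = 0.38 and 0.25). Neither list was called at the mature stage (adjusted p = 0.096 for falling and 0.77 for rising genes). There, falling genes were called lower in OT-1 (adjusted p = 0.0083 and 0.00048) without TG6 mature CD8SP replicate 1 or replicate 2, and also without F5 early positive selection replicate 1 (adjusted p = 0.018) or OT-1 mature CD8SP replicate 3 (adjusted p = 0.02). Both lists changed direction without TG6 mature CD8SP replicate 3 (adjusted p = 0.63 and 0.064), and the rising list also without F5 mature CD8SP replicate 1 (0.96) or OT-1 mature CD8SP replicate 2 (0.88). Across all genes, the log2 fold change of OT-1 over TG6 had Spearman correlations of −0.22, −0.11 and 0.07 at the 3 stages with the change of early over mature in F5. The change of the OT-1 and TG6 difference from early positive selection to the mature stage was called for both lists (adjusted p = 1.1e-19 and 1.7e-33), and for the 11 preselection genes (adjusted p = 2.9e-08). This change was tested only by camera at the preset correlation of 0.01, not by fry or with an estimated correlation.

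Per library, the median of the 11 preselection genes on the log2 scale, relative to the mean of all 26 libraries, was 2.01, 2.04 and 2.15 in TG6, 0.91, 1.07 and 0.94 in F5, and 0.38, 0.41 and 0.36 in OT-1 at early positive selection. The late values were 0.08 and −0.07 in TG6, 0.47, 0.47 and 0.29 in F5, and −0.7, −0.87 and −0.93 in OT-1. The mature TG6 libraries had −0.56, −0.7 and −0.6, the F5 libraries −0.53, −0.52 and −0.34, and the OT-1 libraries −1.07, −1.16 and −1.24. From the higher expression of preselection genes and of early ion channel genes in TG6, the paper proposes that cells of low self-reactivity keep the preselection pattern for longer.

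**Figure D2:**
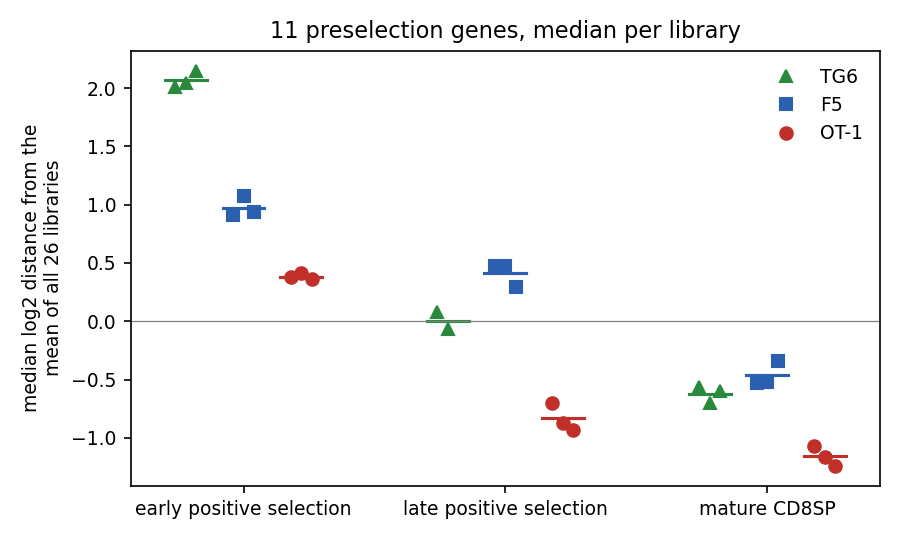
Median over the 11 preselection genes of the log2 distance from the mean of all 26 libraries (vertical axis), per library, for TG6 (triangles), F5 (squares) and OT-1 (circles) at each stage (horizontal axis). Horizontal lines are group means. OT-1 lies lowest at every stage, and F5 lies above TG6 at late positive selection and at the mature stage.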

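In mature CD8SP thymocytes, 15 of the 56 ion channel genes were called higher in TG6 than in OT-1. The TG6 mean of 6 of them, Scn2b, Kcnd2, Slc30a4, Trpc4ap, Cacnb3 and Cacna2d4, was highest at early positive selection. It was highest at late positive selection for 7, Kcnh3, Clcn6, Kcnh2, Mcoln1, Scnn1a, Clcn7 and Kcna2, and at the mature stage for Mcoln2 and Tmie. Scn2b was not called at the mature stage without TG6 mature CD8SP replicate 3 (adjusted p = 0.13) or with only the 2 groups compared (adjusted p = 0.35).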

Retention of a preselection gene expression program can account for some, but not all, of the elevated ion channel gene expression by thymocytes of low self-reactivity. Specifically, there is another set of ion channel genes whose expression peaks at the late positive selection or CD8SP stage (Figure 6c, group 3). 

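Group 3 consists of Cacng4, Orai1, Lrrc8c, Nox1, Orai2, Clcn7, Kcna2 and Tmie. In TG6, the mean was highest at late positive selection for 5 of the 8 genes, at the mature CD8SP stage for 1 and at early positive selection for 2. In F5 and in OT-1, 5 genes peaked at late positive selection and 3 at the mature stage. Expression was called higher in mature CD8SP thymocytes than at early positive selection for 4 genes in TG6, 3 in F5 and 3 in OT-1. The median log2 fold change of the group between OT-1 and TG6 was −0.76 at early positive selection, −1.02 at late positive selection and −0.75 at the mature stage.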

Interestingly, two of these genes, *Kcna2* and *Tmie* (Figure 6—figure supplement 2b), are also upregulated in mature peripheral CD5 low CD8SP T cells relative to CD5 high CD8SP T cells, based on published data sets (Supplementary files 3 and 4; Fulton et al., 2015; Matson et al., 2020). Additionally, cells with low self-reactivity also have high expression of the sodium-dependent neutral amino acid transporter *Slc6a19* (Figure 6—figure supplements 1 and 2b, Supplementary files 3 and 4; Fulton et al., 2015; Matson et al., 2020). Thus, elevated expression of distinct sets of ion channel genes is observed throughout the development of CD8 T cells with low self-reactivity.

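Kcna2 lies on chromosome 3 from 107101146 to 107115005. Its mean rose in TG6 from 620 ± 9.87 normalized counts (SD, n = 3) at early to 3763 ± 155 (SD, n = 2) at late positive selection. OT-1 had 195 ± 58.8 (SD, n = 3) and 553 ± 74.1 (SD, n = 3), and F5 460 ± 54.9 (SD, n = 3) and 1251 ± 277 (SD, n = 3). The mature means were 2486 ± 1100 (SD, n = 3) in TG6, 1616 ± 280 (SD, n = 3) in F5 and 491 ± 38.4 (SD, n = 3) in OT-1. The log2 fold changes between OT-1 and TG6 were −1.71 (standard error 0.27), −2.77 (standard error 0.30) and −2.22 (standard error 0.27), with limma adjusted p of 6.5e-05, 1.2e-06 and 8.2e-06. Tmie (chromosome 9, 110865711 to 110880113) had 109 ± 59.5 (SD, n = 3), 940 ± 116 (SD, n = 2) and 1015 ± 428 (SD, n = 3) in TG6, and 5.67 ± 1.95 (SD, n = 3), 110 ± 42.4 (SD, n = 3) and 79.2 ± 12 (SD, n = 3) in OT-1. Its log2 fold changes were −3.95 (standard error 0.37), −3.15 (standard error 0.42) and −3.56 (standard error 0.37), with adjusted p of 6.9e-08, 1.3e-05 and 9.3e-07. The lowest TG6 library at the mature stage was replicate 3 for both genes, with 1221.9 of Kcna2 and 524.6 of Tmie.

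Supplementary files 3 and 4 list genes higher in peripheral CD5 low than in CD5 high CD8 T cells. Of their 47 and 51 genes, 36 and 38 were tested in the thymocytes. Mature CD8SP thymocytes of OT-1 had higher values than TG6 for only 8 of the 36 and 6 of the 38, and both lists were lower in OT-1 (camera, adjusted p = 0.00012 and 8.6e-10). Both calls held under fry and under an estimated correlation (adjusted p = 0.015 and 0.0018).

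**Figure D3:**
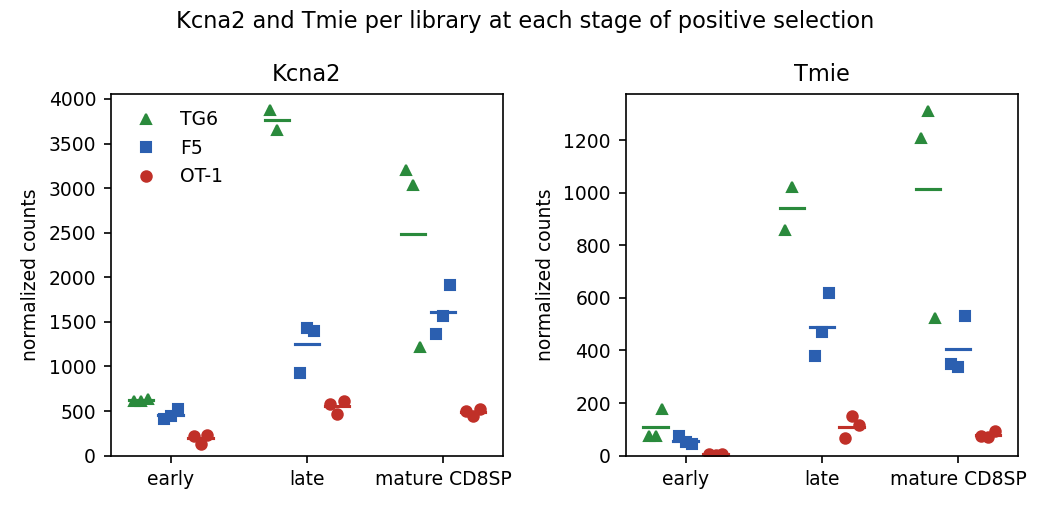
Normalized counts (vertical axes) of Kcna2 and Tmie per library in TG6 (triangles), F5 (squares) and OT-1 (circles) at each stage (horizontal axes). Horizontal lines are group means. Every TG6 library lies above every OT-1 library at each stage for both genes.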

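Slc6a19 (chromosome 13, 73679745 to 73704865) had 818 ± 317 normalized counts (SD, n = 3) in TG6, 289 ± 15.6 (SD, n = 3) in F5 and 89.6 ± 5.1 (SD, n = 3) in OT-1 at early positive selection. The log2 fold change between OT-1 and TG6 was −3.11 (standard error 0.37, limma adjusted p = 1.7e-06). The late means were 1169 ± 276 (SD, n = 2), 707 ± 52 (SD, n = 3) and 53.4 ± 12.3 (SD, n = 3), a log2 fold change of −4.43 (standard error 0.41, adjusted p = 1.3e-07). Mature cells had 831 ± 463 (SD, n = 3), 535 ± 77.8 (SD, n = 3) and 90.9 ± 32.8 (SD, n = 3), a log2 fold change of −3.03 (standard error 0.37, adjusted p = 8e-06, and 0.064 with only the 2 groups compared). F5 exceeded OT-1 at each stage (adjusted p = 0.0036, 1.6e-07 and 3.3e-05). F5 was lower than TG6 at early positive selection (adjusted p = 0.021), and was not called different from it at the later stages (adjusted p = 0.45 and 0.63).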

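Kcnd2, Slc30a4, Cacnb3, Kcnh3, Clcn6, Kcnh2, Scnn1a, Kcna2 and Tmie were called higher in TG6 than in OT-1 at all 3 stages, although Cacnb3 and Kcnh3 lost their mature calls with only the 2 groups compared (adjusted p = 0.085 and 0.14). In that fit 1 gene of group 2b was called at the mature stage. Group 2b holds Kcnh3, Clcn6, Kcnh2 and Scnn1a, and Kcnh2 kept its call. Clcn6 and Scnn1a therefore lost theirs. Slc30a4 was not examined singly in that fit. These 9 genes come from groups 1, 2a, 2b and 3 of Figure 6c. From the groups of ion channel genes that peak at different stages, the paper concludes that different sets are elevated across the development of thymocytes with low self-reactivity.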

## Discussion

T-cell-positive selection is a multi-day process during which thymocytes experience transient, serial TCR signals, triggering a series of phenotypic changes culminating in co-receptor downregulation and lineage commitment. Preselection DP thymocytes are highly sensitive to low-affinity self-ligands, and gradually downmodulate their sensitivity as they mature (Davey et al., 1998; Lucas et al., 1999). However the factors that modulate TCR sensitivity during positive selection are not well understood. Moreover, there is a growing appreciation that thymocytes differentially adjust their response to self-ligands based on their degree of self-reactivity, although little is known about how positive selection differs for thymocytes of relatively low versus relatively high self-reactivity. Here we show that thymocytes with low self-reactivity experience briefer TCR signals and can take more than twice as long to complete positive selection, compared to those with relatively high self-reactivity. Thymocytes with low self-reactivity retain a preselection gene expression program as they progress through development, including elevated expression of genes previously implicated in modulating TCR signaling during positive selection, and a novel set of ion channel genes. In addition, a separate set of ion channel genes that peaks at the CD8SP stage is also selectively upregulated in mature CD8SP thymocytes of low self-reactivity. These results indicate that the modulation of TCR sensitivity during T cell development occurs with distinct kinetics for T cells with low self-reactivity and associates membrane ion channel expression with early and late stages of T cell development as well as T cell self-reactivity.

Our results contrast with an earlier study, which reported that the overall time for positive selection was constant for different CD8 T cell clones, with an accelerated early phase compensating for a delayed late phase for CD8 T cells of low self-reactivity (Kimura et al., 2016). Importantly, that study relied on the decrease in Rag-GFP reporter expression to infer the timing of development, rather than directly tracking cohorts of positively selecting cells as we have done in the current study. While the slow loss of Rag-GFP reporter due to GFP protein turnover can provide an indication of the elapsed time after shutoff of rag expression (McCaughtry et al., 2007), reporter expression during the early phase of positive selection may be impacted by the timing of rag shutoff and cell turnover, making this an unreliable indicator of developmental time in this experimental setting.

A variety of molecules have been implicated in modulating the TCR sensitivity of DP thymocytes, including the TCR-associating protein Themis, ER-associating protein Tespa1, microRNA mir-181a, and components of a VGSC (encoded by *Scn4b* and *Scn5a*) (Wang et al., 2012; Lo et al., 2012; Fu et al., 2009; Johnson et al., 2009; Lesourne et al., 2009; Patrick et al., 2009; Kakugawa et al., 2009). Here we show that the VGSC is part of a larger group of ion channel genes, that also includes components of voltage-gated calcium channels (*Cacna1e, Cacnb3*), that are both upregulated in preselection DP thymocytes, and selectively retained during the positive selection of thymocytes with low self-reactivity. We also identified another group of ion channels whose expression peaks at the CD8SP stage, and that are also upregulated in CD8 T cells of low self-reactivity. This group includes *Kcna2,* a component of a voltage-gated potassium channel, and *Tmie*, a gene essential for calcium-dependent mechanotransduction in hair cells within the inner ear (Qiu and Müller, 2018; Zhao et al., 2014). Thus, ion channel expression appears to be selectively modulated based on the degree of self-reactivity at two distinct stages of T cell development and may help to enhance weak TCR signals both during the initial phase of positive selection and during T cell homeostasis in the periphery.

Voltage-gated ion channels are best known for their role in generating action potentials in neurons and muscle cells, but they also play roles in nonelectrically excitable cells such as T cells and thymocytes (Feske et al., 2015; Lo et al., 2012; Cahalan and Chandy, 2009; Trebak and Kinet, 2019). In these cells, voltage-gated ion channels have been proposed to be regulated by local fluctuations of membrane charge, or alternative mechanisms such as phosphorylation (Rook et al., 2012). While the link between ion channels and T cell tuning is not known, the modulation of calcium entry is a potential mechanism. TCR triggering initially leads to a rise in cytosolic calcium via release of ER stores, and the calcium rise is sustained in mature T cells when depletion of ER calcium stores triggers the opening of CRACs. However, CRACs appear to be dispensable for positive selection (Oh-hora, 2009; Gwack et al., 2008; Vig and Kinet, 2009), and it remains unclear how thymocytes sustain calcium signals during the days required to complete positive selection. Evidence suggests that the VGSC promotes prolonged calcium flux in response to TCR triggering in DP thymocytes, although the mechanism remains unclear (Lo et al., 2012). Our data indicates that, not only sodium, but also potassium, chloride, and calcium channels are upregulated in preselection DP thymocytes and positive selecting thymocytes with low self-reactivity, implying that positive selection leads to broad changes in transmembrane ion flux. In addition to potentially promoting calcium influx, it is tempting to speculate that changes in membrane ion flux could directly impact TCR triggering by regulating local membrane charge at the receptor complex (Ma et al., 2017). Altered ion flux in T cells with low self-reactivity may also impact ion-coupled transport of nutrients. In this regard, it is intriguing that the sodium-dependent neutral amino acid transporter gene *Slc6a19* is also consistently upregulated in thymocytes and CD8 T cells with low self-reactivity (Figure 6c,d, Figure 6—figure supplement 1, Figure 6—figure supplement 2b and Supplementary files 3 and 4; Fulton et al., 2015; Matson et al., 2020).

Taken together, our results support a model in which gene expression is altered in two, temporally distinct phases based on the degree of self-reactivity (Figure 7). Thymocytes with low self-reactivity (dashed lines) experience briefer TCR signals and accumulate TCR signals more slowly, resulting in a delayed time course of positive selection. During phase 1, a ‘preselection DP’ gene expression program (including *Themis, Scn4b*, and *Cacna1e*) is downregulated in all thymocytes undergoing positive selection, but more gradually and incompletely in thymocytes with low self-reactivity. During phase 2, a distinct set of genes (including *Kcna2* and *Tmie*) whose expression peaks in CD8 SP are upregulated to a greater extent in thymocytes with low self-reactivity. In combination with previously published findings, our model suggests that phase 1 and phase 2 genes help to sustain TCR signals throughout positive selection. Thus, high expression of phase 1 and phase 2 genes, early and late in development (respectively), may allow thymocytes with low self-reactivity to continue to receive survival and differentiation signals in spite of their low reactivity.

**Figure 7.**
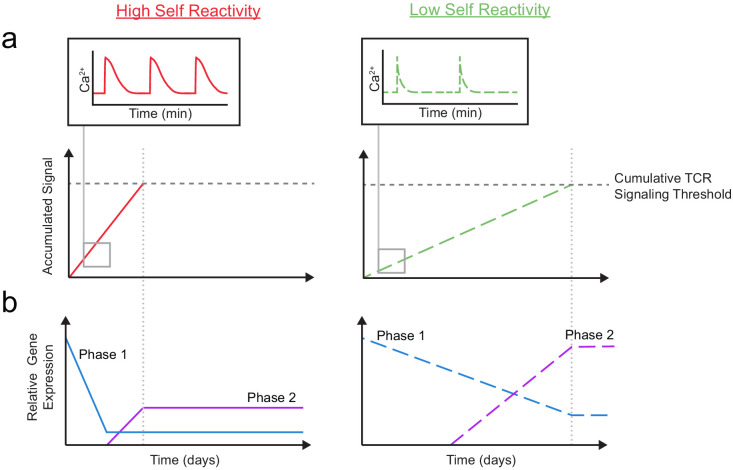
A model for temporal signal accumulation and gene expression changes during development in cells with relatively high and low self-reactivity. (**a**) (Left) Positively selected cells with relatively high self-reactivity (SR) (solid, red lines) receive serial, brief (minutes) TCR signals, allowing for signal accumulation over a period of days, to eventually complete positive selection. (Right) Those with relatively low self-reactivity (dashed, green lines) experience even briefer TCR signals leading to slower signal accumulation and a longer time to achieve the cumulative TCR signaling threshold required for positive selection. (**b**) High (left) and low (right) self-reactive thymocytes have distinct temporal regulation of early (phase 1: blue lines) and a late (phase 2: purple lines) gene expression during positive selection. Elevated expression of phase one genes (including *Themis*, *Scn4b*, and *Cacna1e*) in preselection DP thymocytes may contribute to their high TCR sensitivity for self-ligands. We propose that phase 1 genes are downregulated more slowly in thymocytes with low self-reactivity, allowing them to retain high TCR sensitivity later into development, and aiding in signal accumulation from weak ligands. We also suggest that, later in positive selection, phase 2 genes (including *Kcna2* and *Tmie*) are upregulated to a greater extent in thymocytes with low self-reactivity and could help to increase sensitivity to self-ligands late in development and in the periphery.

Previous work has shown that CD8 T cells can take three or more days to complete development, but it was unclear why positive selection takes longer for some cells than others (Saini et al., 2010; Lucas et al., 1993; Kurd and Robey, 2016). Our data show that positive selection can take considerably longer for cells with low self-reactivity compared to those with high self-reactivity. In particular, EdU pulse labeling in adult TG6 transgenic mice shows that some thymocytes are still converting from DP to CD8SP after more than 1 week of positive selection. It has been previously noted that CD8 T cells that arise in the neonatal period have higher CD5 levels and are more proliferative and responsive to cytokines compared to CD8 T cells that arise in adult mice (Dong et al., 2017; Smith et al., 2018). This phenomenon may be explained in part by the shorter time required for T cells with high self-reactivity to complete positive selection. However, distinct mechanisms independent of TCR specificity also contribute to this phenomenon. For example, T cells that arise in the neonatal period are derived from fetal stem cells and are intrinsically programmed to be more proliferative than those derived from adult stem cells (Smith et al., 2018; Wang et al., 2016; Mold et al., 2010; Ikuta et al., 1990; Bronevetsky et al., 2016). There are also indications that age-related changes in the thymic environment may alter the TCR affinity thresholds for positive and negative selection (Dong et al., 2017). Thus, three distinct mechanisms may all contribute to a bias toward high self-reactivity T cells in young individuals, with T cells of lower self-reactivity accumulating with age. It is tempting to speculate that this arrangement is evolutionarily advantageous, since highly self-reactive T cells can provide a rapid response against acute infections, which are the biggest threat to a young individual. As the organism ages, however, it may become advantageous to have a more diverse, specialized T cell repertoire, particularly to fight chronic infections. In line with this notion, we recently reported that TG6 T cells are resistant to exhaustion and provide a protective response to *Toxoplasma gondii* chronic infection, properties that are linked to limited binding of self-peptides to the restricting MHC-I molecule L^d^ (Blanchard et al., 2008; Chu et al., 2016; Tsitsiklis et al., 2020).

Overall, the work presented here provides insight on the differences in the development of T cells with low and high self-reactivity that may impact their distinct peripheral functions. The question of how a lengthy positive selection process and differences in ion channel expression help to functionally tune T cells with low self-reactivity remains an important area for future investigations.

## Materials and methods

### Mice and bone marrow chimeras

All mice were bred and maintained under pathogen-free conditions in an American Association of Laboratory Animal Care-approved facility at the University of California, Berkeley. The University of California, Berkeley Animal Use and Care Committee approved all procedures. B6 (C57BL/6, Stock No. 000664), B6.C (B6.C-H2^d^/bByJ, Stock No. 000359), and *Rag2^−^*^/−^ (B6(Cg)-*Rag2*^tm1.1Cgn^/J, Stock No. 008449), *Rag1^−/−^* (B6.129S7-*Rag1*^tm1Mom^, Stock No. 002216), and *B2M^−/−^* (B6.129P2- *B2M*^tm1Unc^/DcrJ, Stock No. 002087) mice were from Jackson Labs. OT-1 *Rag2^−/−^* (B6.129S6-*Rag2*^tm1Fwa^ Tg(TcraTcrb)1100Mjb, Model No. 2334) mice were from Taconic. F5 *Rag1^−/−^* and B6xB6C (*H2*^b/d^) mice were generated by crossing as previously described (Au-Yeung et al., 2014; Chu et al., 2016). TG6 transgenic mice were generated as previously described by Chu et al., 2016 and further crossed in house to generate TG6 *H2*^b/d^ (used in neonatal, EdU pulse experiments, and RNA-seq), and TG6 *H2*^b/d^*Rag2^−/−^* (used to measure self-reactivity), and TG6 *H2*^b^*Rag2^−/−^* mice (used for overlay onto thymic slices). Preselection OT-1 *Rag2^−/−^* thymocytes were generated by crossing onto a nonselecting MHC-I deficient background (*B2M^−/−^*) or by transferring 1 × 10^6^ OT-1 *Rag2^−/−^* bone marrow cells intravenously (i.v.) into lethally irradiated (1200 rad) *B2M^−/−^* recipients (used for imaging experiments). Preselection F5 *Rag1^−/−^* thymocytes were generated by transferring 1 × 10^6^ bone marrow cells i.v. into lethally irradiated (1200 rad) *B2M^−/−^* recipients. Preselection TG6 *Rag2^−/−^* thymocytes were generated by crossing onto a nonselecting background lacking H2^d^ MHC-I (B6, H2^b^ haplotype). Bone marrow chimeras were analyzed 5–7 weeks following reconstitution. For all experiments, mice were used from 3 to 10 weeks of age, with the exception of neonatal experiments where mice were used one to nine weeks of age.

### Experimental design

Sample size in this study was consistent with previous studies and was not determined based on a prior statistical test. All experiments were completed with at least three biological replicates unless otherwise stated in the figure legend. Consistent with previous studies, three to eight thymic slices (technical replicates) per condition were used for thymic slice experiments analyzed by flow cytometry. Samples were excluded if their thymic phenotype indicated signs of stress (<10^7^ total cells or less than 20% DP thymocytes out of live thymocytes). Samples for thymic slice experiments were excluded if the culture had very low viability (<15%) or <0.2% of donor derived thymocytes of total live cells in the final sample. For EdU experiments, samples that did not incorporate detectable EdU (<0.001% of live cells that were EdU+) were excluded. For experiments where thymic slices from the same genotypic background received multiple treatments, slices were randomly allocated to treatment conditions.

### Thymic slices

Preparation of thymic slices has been previously described (Dzhagalov et al., 2012; Ross et al., 2015). Briefly, thymic lobes were gently isolated and removed of connective tissue, embedded in 4% agarose with a low melting point (GTG-NuSieve Agarose, Lonza), and sectioned into slices of 400–500 μm using a vibratome (VT1000S, Leica). Slices were overlaid onto 0.4 μm transwell inserts (Corning, Cat. No. 353090) set in six well tissue culture plates with 1 ml cRPMI under the insert. 2 × 10^6^ thymocytes in 10 μl cRPMI were overlaid onto each slice and allowed to migrate into the slice for 2–3 hr. Afterwards, excess thymocytes were removed by gentle washing with PBS and cultured at 37°C 5%CO_2_ until harvested for flow cytometry or two-photon analysis. For flow cytometry, thymic slices were dissociated to single-cell suspensions and then stained with fluorophore-conjugated antibodies. For two-photon imaging, thymic slices were glued onto a glass coverslip and imaged as described below.

### Thymocyte labeling for overlay onto thymic slices

Thymuses collected from TCRtg preselection mice and dissociated through a 70 μm cell strainer to yield a cell suspension. For overlay onto thymic slices followed by flow cytometry, TCRtg preselection thymocytes were labeled with 1 μM Cell Proliferation Dye eFluor450 or 0.5 μM Cell Proliferation Dye eFluor670 as previously described (Kurd et al., 2019). For two-photon imaging of thymic slices, thymocytes were labeled with 2 mM leakage-resistant Indo-1 (ThermoFisher Scientific, Cat. No. I1226) as previously described followed by overlay onto slices (Melichar et al., 2013). For selecting conditions, B6 slices were used for OT-1 and F5, and B6xB6C (H2^b/d^) slices were used for TG6. For nonselecting conditions, β2M^−/−^ slices were used for OT-1 and F5, and either B6 (H2^b/b^) or β2M^−/−^ slices were used for TG6. We did not note any differences when B6 (H2^b/b^) or β2M^−/−^ slices were used as nonselecting slices for TG6, and data was combined.

### Flow cytometry

Thymic slices, whole thymuses, and spleens were dissociated into FACS buffer (0.5% BSA in PBS) or RPMI and passed through a 70 μm filter before staining. Splenocytes were then red blood cell lysed using ACK lysis buffer (0.15M NH_4_Cl, 1 mM KHCO_3_, 0.1 mM Na_2_EDTA) for 5 min at room temperature prior to staining. For thymic slices, cells were first stained for 60 min in a 37°C water bath with CXCR4 (L276F12 or 2B11) and CCR7 (4B12) antibodies in 2.4G2 supernatant. Cells were then surfaced stained for 15 min on ice in 2.4G2 supernatant containing the following antibodies: CD4 (clone GK1.5 or RM4-5), CD8α (53–6.7), CD5 (53–7.3), and CD69 (H1.2F3). Finally, cells were washed in PBS and stained in Ghost Dye Violet 510 (Tonbo Biosciences, Cat. No. 13–0870 T100) for 10 min on ice. The following antibodies were used for flow cytometric analysis of whole thymuses and spleens: CD4 (GK1.5 or RM4-5), CD8α (53–6.7), CD5 (53–7.3), and CD69 (H1.2F3), CD24 (M1/69), TCRβ (H57-597), CXCR4 (L276F12), CCR7 (4B12), Vα2 (B20.1), Vβ8.1/8.2 (KJ16-133.18), and Vβ2 (B20.6). Cells were then washed in PBS and stained in Ghost Dye Violet 510 as described above. For intracellular staining, cells were then fixed and permeabilized using Invitrogen’s Transcription Factor Staining Buffer Set (ThermoFisher Scientific; Cat. No. 00-5523-00) according to manufacturer’s instructions and stained with Nur77 (12.14) antibody (ThermoFisher Scientific, Cat. No. 12-5965-82). Cells were analyzed using an LSRII, LSR, or Fortessa X20 flow cytometer (BD Biosciences) and data analyzed using FlowJo software (Tree Star).

### EdU pulse labeling

TCRtg and nontransgenic selecting mice, aged 5–8 weeks, received two intraperitoneal (i.p.) injections of EdU (ThermoFisher Scientific, Cat. No. A10044) 1 mg each and 4 hr apart, as previously described for BrdU (Lucas et al., 1993). Thymuses were harvested from pulsed mice 3–10 days after the second injection and dissociated into a single-cell suspension and were surface stained with CD4, CD8α, CD5, CD69, CD24, and TCRβ antibodies as described above. Cells were then processed using Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit from Invitrogen according to the manufacturer’s instructions (ThermoFisher Scientific, Cat. No. C10420). Flow cytometry and data analysis were performed as described above.

### Two-photon imaging

Two-photon imaging of thymic slices has been previously described (Melichar et al., 2013; Dzhagalov et al., 2012; Ross et al., 2014; Dzhagalov et al., 2013; Au-Yeung et al., 2014). All imaging was performed 3–6 hr after the addition of thymocytes to thymic slices. Thymic slices were glued onto glass cover slips and fixed to the bottom of a petri dish being perfused at a rate of 1 ml/min with 37°C oxygenated, phenol red–free DMEM during imaging using an MPII Mini-Peristaltic Pump (Harvard Apparatus) and a 35 mm Quick Exchange Platform (QE-1) in conjunction with a TC-324B temperature controller (Warner Instruments). Samples were imaged in the cortex of the thymus, determined by proximity to the thymic capsule. Images were collected using a Zeiss LSM 7 MP upright, two-photon microscope with a 20×/1.0 immersive Zeiss objective and a Coherent Chameleon laser tuned to 720 nm for imaging Indo-1. Ratiometric Ca^2+^ signals were collected with 440-nm-long pass dichroic mirror and 400/45 and 480/50 bandpass filters. Ca^2+^ hi signals (~401 nm) were collected using a bialkali PMT; Ca^2+^ lo signals (~475 nm) were collected using a GaASP PMT. Image areas of up to 212 × 212 μm to a depth of up to 55 μm were acquired every 10 s for 15 or 20 min with 3 μm z steps starting from beneath the cut surface, using Zen 2010 software from Zeiss.

### Image analysis

Two-photon movies were processed and rendered using Imaris software (Bitplane Scientific Software) to collect x, y, and z coordinates and fluorescence intensity as previously described (Melichar et al., 2013; Ross et al., 2014; Au-Yeung et al., 2014). Imaging data were then analyzed using a custom MATLAB script (MathWorks; as previously described [github.com/lylutes/sparky5; lylutes, 2021; Ross et al., 2014]), ImageJ, and Microsoft Excel. GraphPad Prism software was used for graphing and statistical analysis. For calculation of the percent of signaling time points, data were converted into flow cytometry-like files using custom DISCit software and further analyzed using FlowJo software (TreeStar) (Moreau et al., 2012). The background calcium ratio is average Ca^2+^ ratio under nonselecting conditions (0.675 for OT-1 and TG6) from the Ca^2+^ ratio of the raw fluorescence values at each time point per run. To calculate the average event length, cells were considered to be signaling when the average Ca^2+^ ratio was ≥0.2 above the background calcium ratio for ≥2 consecutive time points on a cell track. A trigger event was defined by the first of two consecutive time points to have a Ca^2+^ ratio ≥ 0.2 above background. The end of a signaling event was defined by when the Ca^2+^ ratio returned to <0.1 above background for two consecutive time points. Only events that had a defined beginning and end were included in calculating signal duration. For tracks with multiple events, only the first signaling event was used to calculating signal duration. For calculating speed over time, we averaged speed values from Imaris over two time points (20 s). The speed of signaling and nonsignaling time points was measured by averaging the instantaneous speed for each time point. The frequency of events was calculated by dividing the number of events compiled from all runs by the cumulative track imaging time (the sum of all of the track durations for all compiled runs), for each condition. For this calculation, events were defined as ≥2 consecutive time points of high Ca^2+^ ratio bound by periods ≥ 4 min of nonsignaling.

### RNA preparation, sequencing, and analysis

Thymocytes from OT-1 Rag2^−/−^, F5 Rag1^−/−^, and TG6 H2^b/d^ mice were sorted using a BD Influx or BD FACSAria Fusion into CD4+CD8+CXCR4+CCR7− (early positive selection), CD4+CD8+CXCR4-CCR7+ (late positive selection), and CD4−CD8+CXCR4−CCR7+ (Mature CD8SP) populations for RNA sequencing. RNA was harvested using a Quick-RNA Microprep Kit from Zymo Research (Cat. No. R1050) according to the manufacturer’s instructions. RNA integrity was confirmed via Bioanalyzer and Qbit. RNA was sent to BGI Genomics for library generation and RNA sequencing. RNA was sequenced on an Illumina-HiSeq2500/4000 to a depth of 20 million reads.

Sequencing reads were processed with Trimmomatic (Bolger et al., 2014) to remove adapter sequences and trim low-quality bases. Reads were aligned to the mm10 genome using Bowtie 2 (Langmead and Salzberg, 2012), and transcripts were quantified using RSEM (Li and Dewey, 2011). Differential expression testing (OT-1 vs TG6, OT-1 vs F5, and F5 vs TG6 at each stage of development) was performed using DESeq2 (Love et al., 2014), which produced adjusted p-values corrected by the Benjamini–Hochberg procedure. Gene set enrichment analysis (GSEA) was performed for each DESeq2 comparison using FGSEA (Korotkevich and Sukhov, 2019), with gene sets downloaded from MSigDB (Liberzon et al., 2011), including the C5 collection (Gene Ontology [GO] gene sets). Following GSEA, we identified gene sets that were enriched in the order of self-reactivity (OT-1>F5>TG6 or TG6>F5>OT-1) by normalized enrichment score. Normalized counts plotted in Figure 6—figure supplement 2b were derived by DESeq2’s median of ratio method (Love et al., 2014).

The curated list of ion channel genes was created by first identifying ion channels previously known to be expressed in T cells (207 genes) (Trebak and Kinet, 2019; Feske et al., 2015). We narrowed this list to include only genes that were well expressed in our RNA-seq data set (>20 reads in at least one sample) and also significantly different by DEseq2 (padj<0.05) for OT-1 vs TG6 in at least one stage of development. We also included *Tmie*, an ion channel gene differentially expressed by cells with low self-reactivity. This resulted in a list of 56 genes.

### ImmGen microarray analysis

Microarray data (RMA normalized signal intensities) were downloaded from the NCBI GEO database (Edgar et al., 2002; Barrett et al., 2013) from accession number GSE15907 (Heng et al., 2008) and loaded with the GEOquery package (Davis and Meltzer, 2007). Samples were filtered to include T.DN4.Th, T.DP.Th, and T.DP69+.Th (three replicates each). Differential expression testing between cell types was performed using Limma (Ritchie et al., 2015). For the analysis in Figure 6d, genes representative of a preselection gene expression program were identified from ImmGen microarray data based on differential expression between preselection CD69-DP compared to DN4 and CD69+DP (log_2_ fold change > 1), and either combined expression of >2000 (arbitrary units) (Clk3, Ets2, Glcci1, Rorc, Plxd1, Spo11, Themis) or log_2_ fold change of >2 (Slc6a19, Slc7a11, Tdrd5, Wdr78). Rag1 and Rag2 were excluded. ImmGen populations were relabeled in Figure 6—figure supplement 2c: T.DN4.Th (DN4), T.DP.Th (DP CD69-), T.DP69+.Th (DP CD69+), T.4SP24-.Th (Mature CD4SP (T)), T.8SP24-.Th (Mature CD8SP (T)), T.4Nve.Sp (Naïve CD4SP (S)), and T.8Nve.Sp (Naïve CD8SP (S)). The gene set enrichment analysis in Figure 6—figure supplement 2d was performed using FGSEA (Korotkevich and Sukhov, 2019), with gene sets downloaded from MSigDB (Liberzon et al., 2011), including the C5 collection (Gene Ontology [GO] gene sets).

### Matson et al. RNA-seq analysis

RNA-seq count data were downloaded from the NCBI GEO database (Edgar et al., 2002; Barrett et al., 2013) from accession number GSE151395 (Matson et al., 2020). The data contained four biological replicates for each of four cell types (CD4+CD5 lo, CD4+CD5 hi, CD8+CD5 lo, CD8+CD5 hi). Differential expression testing was performed using DESeq2 (Love et al., 2014).

### Heatmap plotting

Heatmaps (Figure 6b,c, Figure 6—figure supplement 2c) were plotted using pheatmap with hierarchical clustering of rows using default settings. Data was scaled per row. For Figure 6b, rows (genes) were divided into four clusters based on hierarchical clustering. Genes in Figure 6—figure supplement 2c are arranged by the same ordering as in Figure 6b.

### Statistical analysis

Statistical analysis was performed using Prism software (GraphPad) or as explained above for the RNA-seq dataset. Specific statistical tests are indicated in the figure legends. Sample sizes were chosen based on previous publications of similar studies. p-values of <0.05 were considered significant.

## Data Availability

RNA-seq data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE164896. The analysis code used for the RNA-seq data in this manuscript is available at https://github.com/YosefLab/TcellSelectionTiming. This repository also includes DE results, GSEA results, and the metadata associated with this study. The following dataset was generated: LutesLKSteierZMcIntyreLLPandeySKaminskiJHooverARAriottiSStreetsAYosefNRobeyEA2021T cell self-reactivity during thymic development dictates the timing of positive selectionNCBI Gene Expression OmnibusGSE16489610.7554/eLife.65435PMC811605133884954 The following previously published datasets were used: JamesonSCFultonRB2014Comparison of mouse naïve (CD44lo) CD8+ T cells sorted into the highest and lowest 20% with respect to CD5NCBI Gene Expression OmnibusGSE62142 MatsonCAChoiSZhaoBFerencLMitraAKLovePESinghNJ2020CD5 dynamically calibrates basal NF-KB signaling in T cells during thymic development and peripheral activationNCBI Gene Expression OmnibusGSE15139510.1073/pnas.1922525117PMC732204132513716 HengTSPPainterMWThe Immunological Genome Project Consortium2009ImmGen Microarray Phase 1NCBI Gene Expression OmnibusGSE15907

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus)*	C57BL/6J background	Jackson Laboratory	Stock No. 000664 RRID:IMSR_JAX:000664	
Genetic reagent (*M. musculus)*	B6.C-H2^d^/bByJ	Jackson Laboratory	Stock No. 000359 RRID:IMSR_JAX:000359	
Genetic reagent (*M. musculus)*	B6(Cg)-*Rag2*^tm1.1Cgn^/J	Jackson Laboratory	Stock No. 008449 RRID:IMSR_JAX:008449	
Genetic reagent (*M. musculus)*	B6.129S7-*Rag1*^tm1Mom^	Jackson Laboratory	Stock No. 002216 RRID:IMSR_JAX:002216	
Genetic reagent (*M. musculus)*	B6.129P2-*b2m*^tm1Unc^/DcrJ	Jackson Laboratory	Stock No. 002087 RRID:IMSR_JAX:002087	
Genetic reagent (*M. musculus)*	B6.129S6-*Rag2*^tm1Fwa^ Tg(TcraTcrb)1100Mjb	Taconic	Model No. 2334 RRID:IMSR_TAC:2334	
Genetic reagent (*M. musculus)*	F5 *Rag1*^−/−^	Au-Yeung et al., 2014		Generated by crossing in Au-Yeung et al., 2014, and maintained in house
Genetic reagent (*M. musculus)*	B6xB6C (*H2*^b/d^)	Chu et al., 2016		Generated by crossing in Chu et al., 2016, and maintained in house
Genetic reagent (*M. musculus)*	TG6 *H2*^b^	Chu et al., 2016		Generated by crossing in Chu et al., 2016, and maintained in house
Genetic reagent (*M. musculus)*	TG6 *H2*^b/d^	This paper and Tsitsiklis et al., 2020		Generated by crossing TG6tg mice from Chu et al., 2016 with B6.C-H2^d^/bByJ mice from Jackson Labs
Genetic reagent (*M. musculus)*	TG6 *H2*^b/d^*Rag2^−/−^*	This paper		Generated by crossing TG6tg H2^b/d^ mice with B6(Cg)-Rag2^tm1.1Cgn^/J mice from Jackson Labs
Genetic reagent (*M. musculus)*	TG6 *H2*^b^*Rag2^−/−^*	This paper		Generated by crossing TG6tg H2^b^ mice with B6(Cg)-Rag2^tm1.1Cgn^/J mice from Jackson Labs
Genetic reagent (*M. musculus)*	OT-1 *Rag2^−/−^B2M^−/−^*	Ross et al., 2014		Generated by crossing in Ross et al., 2014, and maintained in house
Antibody	Rat Monoclonal anti-Mouse CXCR4 (Clone L276F12) PerCP-Cy5.5	Biolegend	Cat. No. 146510 RRID:AB_2562786	(1:200)
Antibody	Rat Monoclonal anti-Mouse CXCR4 (Clone L276F12) APC	Biolegend	Cat. No. 146508 RRID:AB_2562784	(1:200)
Antibody	Rat Monoclonal anti-Mouse CCR7 (Clone 4B12) PE-Cy7	Biolegend	Cat. No. 120124 RRID:AB_2616688	(1:200)
Antibody	Rat Monoclonal anti-Mouse CCR7 (Clone 4B12) PE	Biolegend	Cat. No. 120106 RRID:AB_389358	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD4 (Clone GK1.5) APC	Tonbo Biosciences	Cat. No. 20–0041 U100 RRID:AB_2621736	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD4 (Clone GK1.5) APC-Cy7	Biolegend	Cat. No. 100414 RRID:AB_312699	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD4 (Clone GK1.5) Pacific Blue	Biolegend	Cat. No. 100428 RRID:AB_493647	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD4 (Clone RM4-5) PerCP-Cy5.5	Tonbo Biosciences	Cat. No. 65–0042 U100 RRID:AB_2621876	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD4 (Clone RM4-5) PE-Cy7	Tonbo Biosciences	Cat. No. 60–0042 U100 RRID:AB_2621829	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD4 (Clone RM4-5) BV605	Biolegend	Cat. No. 100548 RRID:AB_2563054	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD8α (Clone 53–6.7) FITC	Biolegend	Cat. No. 100706 RRID:AB_312745	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD8α (Clone 53–6.7) PE-Cy7	Tonbo Biosciences	Cat. No. 60–0081 U100 RRID:AB_2621832	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD8α (Clone 53–6.7) APC	Tonbo Biosciences	Cat. No. 20–0081 U100 RRID:AB_2621550	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD8α (Clone 53–6.7) BV421	Biolegend	Cat. No. 100738 RRID:AB_11204079	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD8α (Clone 53–6.7) BV605	Biolegend	Cat. No. 100744 RRID:AB_2562609	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD5 (Clone 53–7.3) FITC	Biolegend	Cat. No. 100606 RRID:AB_312735	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD5 (Clone 53–7.3) PE	eBioscience	Cat. No. 12-0051-83 RRID:AB_465524	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD5 (Clone 53–7.3) PE-Cy7	Biolegend	Cat. No. 100622 RRID:AB_2562773	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD5 (Clone 53–7.3) BV421	BD Biosciences	Cat. No. 562739 RRID:AB_2737758	(1:200)
Antibody	Armenian Hamster Monoclonal anti-Mouse CD69 (Clone H1.2F3) FITC	Invitrogen	Cat. No. 11-0691-85 RRID:AB_465120	(1:200)
Antibody	Armenian Hamster Monoclonal anti-Mouse CD69 (Clone H1.2F3) PerCP-Cy5.5	Biolegend	Cat. No. 104522 RRID:AB_2260065	(1:200)
Antibody	Armenian Hamster Monoclonal anti-Mouse CD69 (Clone H1.2F3) PE-Cy7	eBioscience	Cat. No. 25-0691-82 RRID:AB_469637	(1:200)
Antibody	Armenian Hamster Monoclonal anti-Mouse CD69 (Clone H1.2F3) Pacific Blue	Biolegend	Cat. No. 104524 RRID:AB_2074979	(1:200)
Antibody	Rat Monoclonal anti-Mouse CD24 (Clone M1/69) Pacific Blue	Biolegend	Cat. No. 101820 RRID:AB_572011	(1:200)
Antibody	Armenian Hamster Monoclonal anti-Mouse TCR beta (Clone H57-597) PerCP-Cy5.5	eBioscience	Cat. No. 45-5961-82 RRID:AB_925763	(1:200)
Antibody	Armenian Hamster Monoclonal anti-mouse TCR beta (Clone H57-597) AF647	Biolegend	Cat. No. 109218 RRID:AB_493346	(1:200)
Antibody	Rat Monoclonal anti-Mouse Valpha2 (Clone B20.1) APC	Biolegend	Cat. No. 127810 RRID:AB_1089250	(1:200)
Antibody	Rat Monoclonal anti-Mouse Vbeta8.1/8.2 (Clone KJ16-133.18) FITC	Biolegend	Cat. No. 118406 RRID:AB_1227786	(1:200)
Antibody	Rat Monoclonal anti-Mouse Vbeta2 (Clone B20.6) PE	Biolegend	Cat. No. 127908 RRID:AB_1227784	(1:200)
Antibody	Mouse Monoclonal anti-Mouse Nur77 (Clone 12.14)	ThermoFisher Scientific	Cat. No. 12-5965-82 RRID:AB_1257209	(1:100)
Chemical Compound, drug	5-ethynyl-2′-deoxyuridine (EdU)	ThermoFisher Scientific	Cat. No. A10044	
Chemical Compound, drug	GTG-NuSieve Agarose	Lonza	Cat. No.: 50081	4% in HBSS for Thymic Slicing
Commercial Assay or Kit	Transcription Factor Staining Buffer Set (Invitrogen)	ThermoFisher Scientific	Cat. No. 00-5523-00	
Commercial Assay or Kit	Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Invitrogen)	ThermoFisher Scientific	Cat. No. C10420	
Commercial Assay or Kit	Quick-RNA Microprep Kit	Zymo Research	Cat. No. R1050	
Software, algorithm	GraphPad PRISM	GraphPad Software	RRID:SCR_002798	
Software, algorithm	Fiji/Image J software	Fiji-Image J	https://imagej.nih.gov/ij/ RRID:SCR_003070	
Software, algorithm	FlowJo	FlowJo	https://www.flowjo.com/ RRID:SCR_008520	
Software, algorithm	Zen	Zeiss	RRID:SCR_013672	
Software, algorithm	Imaris	Bitplane Scientific	RRID:SCR_007370	
Software, algorithm	DISCit	Moreau et al., 2012		
Software, algorithm	R Project for Statistical Computing	R Project for Statistical Computing	RRID:SCR_001905	
Software, algorithm	Trimmomatic	Bolger et al., 2014		
Software, algorithm	Bowtie 2	Langmead and Salzberg, 2012		
Software, algorithm	RSEM	Li and Dewey, 2011		
Software, algorithm	DESeq2	Love et al., 2014		
Software, algorithm	FGSEA	Korotkevich and Sukhov, 2019		
Software, algorithm	MSigDB	Liberzon et al., 2011		
Software, algorithm	GEOquery	Davis and Meltzer, 2007		
Software, algorithm	Limma	Ritchie et al., 2015		
Software, algorithm	Ilustrator CS5	Adobe	RRID:SCR_010279	
Other	0.4 mm transwell inserts	Corning	Cat. No. 353090	
Other	Ghost Dye Violet 510 Live/Dead dye	Tonbo Biosciences	Cat. No. 13–0870 T100	1:1000 flow cytometry
Other	Cell Proliferation Dye eFluor450	ThermoFisher Scientific	Cat. No. 65-0863-18	﻿0.5 μM at 107 cells/ml at 37°C for 15 min in PBS
Other	Cell Proliferation Dye eFluor670	ThermoFisher Scientific	Cat. No. 65-0840-85	﻿﻿0.5 μM 107 cells/ml at 37°C for 15 min in PBS
Other	Indo-1LR	ThermoFisher Scientific	Cat. No. I1226	2 mM at ﻿3× 106 cells/ml in complete RPMI for 90 min at 37°C. Followed by 60 min recovery in RPMI at 37°C

How the deposited data were processed for this re-analysis (not part of the article)

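The signal values in the deposited table are normalized counts. The authors trimmed reads with Trimmomatic, aligned them to mm10 with Bowtie 2, quantified transcripts with RSEM and normalized by the median of ratio method of DESeq2 before they deposited the table. The table has 46517 gene symbols in 26 libraries. In it, 18280 symbols were listed at 0 in every library. Reads were not realigned, and no genome sequence was used.

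The values are not whole numbers of reads. The most frequent value above 0 in each library was taken as a single read. After division by it, 41.2 to 43.1% of the values above 0 came out whole. Reads were therefore not recovered, and tests on read counts were not run. The estimated depth was 16161676 to 18345798 reads per library. It covers reads assigned to genes, whereas the 20000000 reads that the paper states are sequenced reads. All fits use the deposited values.

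Values were analysed as log2(value + 1) for the 16372 symbols with a value of at least 10 in at least 2 libraries. The limma package (version 3.58.1, R 4.3.3) fitted 1 mean for each of the 9 groups, with 17 residual degrees of freedom and a prior variance that follows mean expression. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called under 0.05. The difference between stages of the OT-1 and TG6 contrast was tested as an interaction, early positive selection against the mature CD8SP stage. No covariate was used.

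Gene Ontology sets were not used here. The 6 families were defined by gene symbol patterns and tested with camera at a preset correlation of 0.01, adjusted over 18 tests for each pair of lines. The alternatives were camera with an estimated correlation, fry, and fgsea (version 1.28.0). The F5 lists hold the 200 genes called with the largest fall and the 200 with the largest rise from early positive selection to the mature stage in F5. The 56 ion channel genes and their groups were read from the row labels of Figure 6c, and the 11 preselection genes from the methods of the paper. The peripheral CD5 low lists are those of Supplementary files 3 and 4. Marker lists of other cell types were used only to look for foreign cells.

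Gene positions are from GENCODE vM21 on GRCm38, 1-based. Of the genes tested, 95.4% had an annotation. Genes named in the text are those of the study's lists, Rag1 and Rag2, and for OT-1 against TG6 at each stage the 3 genes per direction with the largest fold change among called genes whose groups did not overlap and whose higher group had a mean of at least 100. The lower bounds use a floor of 3. Single-gene results for 2 genes of the lists are not reported here.

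The labels number the replicates of each group. Whether a number marks the same mouse across stages is taken from those numbers and was examined through the correlation of deviations from group means. Within F5, the 9 pairs of libraries with the same number correlated at 0.106 to 0.34, all over 0.1. Within OT-1 the 9 pairs lay at 0.0189 to 0.178 (5 over 0.1) and within TG6 the 7 pairs at 0.023 to 0.274 (2 over 0.1). All pairs over 0.1 were taken as pairing, which only F5 met. In OT-1 the pairs of replicate 3 lay at 0.145, 0.159 and 0.178, and in TG6 the pair of replicate 3 at 0.274, so a shared mouse is not excluded in these lines. Between lines the 75 pairs had a median of −0.00254. Within a group, libraries correlated at 0.95 to 0.978, and the highest correlation between groups was 0.961.

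The alternatives, written before the data were examined, were pseudocounts of 0.1 and 5, no filter, a mean of at least 50, total scaling, quantile normalization, only the 2 groups compared, no trend in the prior variance, a replicate block, leaving out each library in turn, the other set tests, no fold change threshold for the 56 genes, and 100 genes per F5 list. The block by mouse for the interaction was added and chosen after seeing the data. Some choices were made after values were seen. These are the rule for genes far higher in 1 line (a lowest value of at least 20 and over 5 times the highest elsewhere), the 1 Mb and 5 Mb windows, the abundant genes that limit the share of early cells, the alpha chain families left out, and the tests named at the top of the parts of the closing section.

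The fit, the set test, the removal of the trend on length, GC content and mean value, and the share of early cells were tested on simulated data. Of 200 genes changed by known amounts, 166 were called, among them 93 of the 100 genes changed by 2 on the log2 scale. The changed genes were drawn from the more abundant ones. Of 16088 unchanged genes, 10 were called. The lowest camera p-value of the sets in a comparison with no change was 0.26. Each gene was simulated independently, so the simulation cannot tell how the set test behaves where genes of a set are correlated.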

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

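The tests of TG6 mature CD8SP replicate 3, of alpha chain segments, of the H2 or Rag regions, of Plch1 and Mme, of other cells in the OT-1 sort, of the 10 largest genes and of equal depth were chosen only after the results were seen.

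The difference between OT-1 and TG6 changed between early positive selection and the mature CD8SP stage for 687 genes (limma interaction, adjusted p-value under 0.05), 477 of them with a higher log2 fold change at the early stage. The count was 1153 without TG6 mature CD8SP replicate 3, of which 645 were among the 687. Leaving out each library of the 4 groups in turn gave 494 to 1153. Of 100 drawn splits of the libraries, 12 gave as many genes. All 12 were among the 20 drawn splits that keep the lines apart at 1 stage or both, so they carry a difference between lines. The paper describes a delay in thymocytes of low self-reactivity, which remains a biological explanation here that was not tested apart from the line itself.

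Sets changed between the stages too, by a test of the difference between OT-1 and TG6 itself (camera on the interaction, preset correlation of 0.01). Fry and an estimated correlation were not run on it. At single stages an estimated correlation removed every call of the 6 families between OT-1 and TG6, so the values here may be too small. Adjusted p was 3.4e-64 for cytosolic ribosomal proteins, with all 84 genes more in favour of OT-1 at the early stage, 0.0041 for translation initiation factors (42 of 53 genes), and 5e-04 for cell division, which moved the other way (10 of 71 genes in favour of OT-1). It was 1.1e-19 for the falling and 1.7e-33 for the rising genes of F5, 6.4e-05 for ion channel group 2a and 2.9e-08 for the preselection genes. The ion channel groups were formed by clustering these same libraries, so their values here are not independent evidence. The initiation factors were no longer called without TG6 mature CD8SP replicate 3 (0.49), and cell division gave 2e-12. That fit also called ion channel group 1 (0.0071, from 0.054), group 2b (0.01, from 0.51) and splicing (0.038, from 0.56), the last with its direction changed. The other sets called in both fits kept their direction, with adjusted p of 8.1e-47 for ribosomal proteins, 2.4e-24 and 1e-36 for the F5 lists, 0.00098 for group 2a and 2.5e-07 for the preselection genes.

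Length and GC content of the genes were weighed for the sets of OT-1 against TG6. A joint trend on length, GC content and mean value was removed, so the part of length and GC alone is not separated. Adjusted p of camera at the early, late and mature stages was then 1.6e-39, 1.7e-49 and 0.00016 for ribosomal proteins. It was 1.4e-05, 3e-05 and 0.002 for initiation factors, and 0.0099, 0.0011 and 0.001 for voltage-gated channels. The trend is therefore not the whole cause of these calls. For the wider ion channel family the values were 0.1, 0.11 and 0.025. At the early and late stages this family was not called before the removal either. An effect of the trend therefore cannot be told apart from no effect there.

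Among single genes, Plxnd1 (interaction adjusted p = 2.2e-05) and Il17rc (0.00027) had opposite calls at the 2 stages. The log2 fold change of Il17rc was −2.51, 3.44 and 5.25 at the 3 stages. Its early call was lost in 4 of the 6 fits that each left out 1 library, with adjusted p up to 0.13, and with a pseudocount of 0.1 (0.051). Both genes stay open to a biological change with stage.

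For the counts of OT-1 against TG6, a few genes taking most of the signal would shift all other genes. The 10 largest genes held at most 5.22% of a library total at the early and 5% at the mature stage, which argues against it. Estimated depth at the early stage was higher in each OT-1 library (17709642 to 17968204) than in any TG6 library (16356143 to 17407676). With every library of the 2 groups thinned to the lowest depth among them, 4545 genes were called at the early stage (4449 of them among the 4555) and 1598 at the mature stage (1537 among the 1595). This argues against depth as the whole cause. Cells of other types in the TG6 sort would raise their markers there. Among the lists whose median was higher in TG6, the lowest adjusted p was 0.66. Such cells in the OT-1 sort cannot be told apart from expression by thymocytes, since the list called higher in OT-1 (gamma-delta and innate T cells, adjusted p = 0.0089) had 2 genes tested, and 1 of them, Trdc, had at least 1698.6 normalized counts in each early TG6 library.

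Early stage genes in TG6 mature CD8SP libraries raise the question of early cells in the sort. The abundant early genes allow a share of such cells of 2.45, 1.62 and 6.83% in the 3 libraries. Of the 739 genes called higher in TG6 than in OT-1 at this stage, receptor segments and genes with an early mean under 1 left out, 737 (99.7%) need more than the mean allowed share of 3.63%. Of the 244 that were also called higher early than mature in TG6, 242 do. This argues against early cells as the whole cause.

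TG6 mature CD8SP replicate 3 stood apart. It had 3579 genes more than 1 log2 from the mean of the other two libraries, against 1288 to 2382 in the other libraries of groups of 3. Falling genes of F5 were higher in it (146 of 200, median 0.84), rising genes lower (33 of 200 higher, median −0.77), and all 71 cell division genes higher (median 1.67). Without it, 4446 genes were called between OT-1 and TG6 at the mature stage, against 5395 at early and 3301 at late positive selection, so the mature count no longer lay below the late count. This 1 library may therefore account for much of the smaller mature count. Early cells in this library would need a share of 41.3% for the median fall of the rising genes, against 6.83% allowed. A mixed sample from OT-1 or F5 is opposed by their marker genes, which reached at most 0.246% of the level in those lines. Its depth was 1.06 times the median of the other mature libraries. A difference between mice, such as more cells in division, stays open and was not tested.

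Signal outside the genes the paper discusses was far higher in 1 line than in any library of the others, by a rule set after values were seen. In TG6, Hoxc9 had at least 124.5 in every library (at most 6.382 elsewhere) and H2-Q6 at least 421.6 (at most 79.8). Kcnd2, which the paper groups with the ion channels, also met this rule in TG6, with at least 100.6 (at most 1.019 elsewhere), so its difference is of 1 line against both others. In F5, Cdk19os had at least 702.6 (at most 6.197) and Amd1 at least 16460 (at most 1582). In OT-1, Mme had at least 4641 (at most 16.56) and Sox13 at least 1243 (at most 223). Among 13 such genes, 3 pairs of 1 line lay within 1 Mb, against a mean of 0.056 among random genes (permutation p = 6e-04 from 10000 random draws). The pairs were Amd1 and Cdk19os, Mme and Plch1, and H2-Q6 and Gm18733. Neighbours of a transgene or a linked strain segment may carry these genes. Only 2 of the 13 lay within 5 Mb of Rag1 or H2-K1, so those regions do not hold most of them. H2-Q6, Gm18733 and Cdk19os share or overlap sequence with neighbours, so their values are uncertain.

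Plch1 is named by the paper for effector function. In OT-1 it had 581.9, 231.2 and 491.4 normalized counts at the 3 stages, so the mature value was 0.844 of the early value, which argues against effector function gained at the mature stage as the whole cause. Mme, its neighbour, had 15460, 7827 and 4965. A link to the transgene or the strain is a candidate explanation.

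Alpha chain segments of other families than those of the transgenes gave signal in TG6. At least 47 segments of 105 had a value of at least 10 in each TG6 library, against 1 to 6 in F5 and at most 7 in OT-1. Of the 21 families outside those of the transgenes, 14 had such a segment in every TG6 library, which argues against reads shared between paralogs of a few families. F5 and OT-1 libraries had at most 7 segments, but both lines are Rag-deficient. They therefore cannot show whether Rag-sufficient thymocytes in general share the signal. The methods list the TG6 mice for sequencing without the Rag2 knockout that other TG6 mice carried. The paper reports allelic exclusion in TG6 thymuses, measured by flow cytometry. Endogenous alpha chain rearrangement may explain the signal. That was not tested.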

How the results depend on the processing

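No test in this part was chosen after its result was seen, except for the block by mouse of the interaction.

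Of 210 results, 54 main ones among them, 21 main results were unchanged under every alternative run. Of 141 gene results, 89 were unchanged, and of 15 counts in small lists, 7 were. A test or gene result was unchanged if it kept its direction and its side of the threshold. A count was unchanged if it stayed within 1.5 times of the main count. Correlations, and fold changes without a test, were unchanged if they moved by less than the spread between replicates. Tests on read counts (edgeR and DESeq2) were not run, because reads were not recovered. For each changed result, the cause was not tested, except that a fit of 2 groups uses fewer libraries.

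With a pseudocount of 5, the rising genes of F5 at the mature stage reversed (adjusted p = 0.95, from 0.77). With no filter, the correlation across genes with F5 maturation was −0.15 at early and −0.08 at late positive selection (from −0.22 and −0.11), and ion channels (0.31) and voltage-gated channels (0.073) lost their mature calls. With a mean of at least 50, that correlation was −0.25 and −0.16, ion channels were called early (0.0075), falling genes were called at the mature stage (0.037) and rising genes reversed (0.9). With total scaling, Cxcr4 at the mature stage reversed (−0.04, from 0.05), as it did with quantile normalization (−0.01). Quantile normalization also lost the mature calls of ribosomal proteins (0.16) and ion channels (0.061). No fold change threshold and 100 genes per F5 list changed no call.

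With only the 2 groups compared, F5 against TG6 gave 1663, 259 and 346 genes at the 3 stages (from 1058, 814 and 1087), OT-1 against F5 2519 at the mature stage (from 3821), and OT-1 against TG6 270 (from 1595). The ion channel genes of the 56 with a fold change beyond 0.5 fell to 6 at the mature stage, and the preselection genes called lower in OT-1 to 1.

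The replicate block over all libraries reversed Ets2 at late positive selection (0.03, from −0.00) and gave −0.14 for the correlation with F5 maturation there. This block changed no other main call. A block by mouse left all 6 counts of stage differences within 1.5 times. For the difference between stages of OT-1 against TG6, the block by mouse, chosen after seeing the data, gave 1272 genes (from 687), 682 of them among the 687, and no set of that test gained or lost its call.

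With the correlation of camera estimated, adjusted p for the early, late and mature stages was 0.097, 0.097 and 0.35 for ribosomal proteins, 0.31, 0.31 and 0.35 for initiation factors, 0.58, 0.35 and 0.31 for cell division, and 0.25, 0.12 and 0.12 for voltage-gated channels. It was 0.35 for splicing at the early and mature stages, 0.31 for ion channels at the mature stage, and 0.38 and 0.25 for falling and rising genes at late positive selection. Fry lost cell division early (0.18) and called ion channels early (0.0061) and late (0.039). Fgsea called ion channels early (0.00059) and late (0.018), and falling genes at the mature stage (0.0011).

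Leaving out each library of the groups compared in turn gave 646 to 746 genes for F5 against TG6 early, 1282 to 1905 for OT-1 against F5 early and 2281 to 4033 mature, and 734 to 4446 for OT-1 against TG6 mature. The interaction gave 494 to 1153. The correlation with F5 maturation was −0.27 to −0.16 early and −0.16 to −0.08 late. Ion channels had adjusted p of 0.039 to 0.21 late and 0.0013 to 0.071 mature. At the mature stage, falling genes had 0.00048 to 0.63 and rising genes 0.064 to 0.97, both reversed without TG6 mature CD8SP replicate 3 (0.63 and 0.064), and rising genes also without F5 mature CD8SP replicate 1 (0.96) or OT-1 mature CD8SP replicate 2 (0.88). The preselection genes in the order TG6, F5, OT-1 at the mature stage numbered 2 to 5. Cxcr4 at the mature stage had −0.32 to 0.40 and Ets2 at late positive selection −0.07 to 0.10.

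Among single genes, calls lost and gained were 2 and 0 with a pseudocount of 0.1, 0 and 1 with 5, 5 and 0 with no filter, 2 and 3 with total scaling, 2 and 3 with quantile normalization, 14 and 7 with only the 2 groups compared, 4 and 0 with no trend, 1 and 1 with the replicate block, and 45 and 12 over the leave-one-out fits. Where a fit left 1 library of TG6 at late positive selection, only fold changes were computed. The 2 libraries of that group limit every result at that stage.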

Differences from the paper's values

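The comparisons in this part were made after the paper's values had been read.

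The paper states that groups 1, 2b and 3 of the ion channel genes peak later in positive selection than group 2a. In group 1 the highest mean lay at early positive selection for 11 of 12 genes in TG6, 8 in F5 and 9 in OT-1.

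The paper states that all 11 preselection genes go with low self-reactivity, above all at the early stage. At early positive selection all 11 had a higher mean in TG6 than in OT-1, and 10 followed the order TG6, F5, OT-1. Plxnd1 at the mature stage was called higher in OT-1 (log2 fold change 0.96, adjusted p = 0.0046), and only 3 of the 11 had means in the order TG6, F5, OT-1. With only the 2 groups compared, Plxnd1 was not called (0.19).

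The paper states that ion channel sets, above all voltage-gated channels, rank with low self-reactivity. The voltage-gated family was lower in OT-1 than in TG6 at the 3 stages (adjusted p = 0.0043, 0.00037 and 0.00017), and the family of 123 ion channel genes at the mature stage (0.012). The family of 123 was not called between OT-1 and TG6 at early or late positive selection (adjusted p = 0.069 and 0.075). It was called under fry (0.0061 and 0.039) and fgsea (0.00059 and 0.018), with a mean of at least 50 at the early stage (0.0075), and without OT-1 late positive selection replicate 2 at the late stage (0.039).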

Other observations

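No test in this part was chosen after its result was seen, except that Nr4a1 was singled out after its values were seen.

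Other splits of the libraries were fitted for OT-1 against TG6 where both groups had 3 libraries. With 10 splits of 6 libraries no share can be under 0.1. At early positive selection, 1 of the 10 splits, the real one, gave as many differentially expressed genes, the next split giving 1 gene. The same 1 of 10 held for the ribosomal proteins, initiation factors, splicing and ion channels, for the ion channel genes of the 56, the preselection genes and both F5 lists. For voltage-gated channels 2 of the 10 splits, and for cell division 5 of the 10, gave a result as large.

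In mature cells, 1 of the 10 splits gave as many differentially expressed genes, the next giving 574. Voltage-gated channels, the ion channel genes of the 56, the preselection genes and the lists of Supplementary files 3 and 4 also had 1 of the 10 splits. For ribosomal proteins it was 2, for initiation factors 4, for cell division 4, for splicing 4, for ion channels 3, for falling genes 9 and for rising genes 10 of the 10 splits.

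For OT-1 against F5 at each stage, and for F5 against TG6 at the early and mature stages, 1 of the 10 splits gave as many genes. The next split of F5 against TG6 at the mature stage gave 892. The stage differences within TG6 (early against mature), F5 and OT-1 (early against late and against mature) each had 1 of the 10 splits.

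Marker lists of other cell types were compared between OT-1 and TG6 at early positive selection. The gamma-delta and innate T cell list (2 genes tested) was higher in OT-1 with a median log2 fold change of 2.88 (adjusted p = 0.0089). B cell (7 genes, −0.17, 0.66), myeloid (6 genes, 2.39, 0.29), erythroid (5 genes, 1.14, 0.66) and thymic epithelial markers (2 genes, −0.18, 0.73) were not called.

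Nr4a1, which encodes Nur77, was higher in TG6 replicate 3 at the early (6878.6) and mature (6859.1) stages than in replicates 1 and 2 (2283.1 and 2298.9 early, 1063.4 and 987.8 mature). In F5 it was highest in replicate 1 at each stage (9595.5, 10449.8 and 6049.5). In OT-1 it was lowest in replicate 3 at each stage (6005.6, 4591.7 and 2517.8). No explanation for it was tested.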
